# Electrospun Nanofiber Meshes With Endometrial MSCs Modulate Foreign Body Response by Increased Angiogenesis, Matrix Synthesis, and Anti-Inflammatory Gene Expression in Mice: Implication in Pelvic Floor

**DOI:** 10.3389/fphar.2020.00353

**Published:** 2020-03-24

**Authors:** Shayanti Mukherjee, Saeedeh Darzi, Kallyanashis Paul, Fiona L. Cousins, Jerome A. Werkmeister, Caroline E. Gargett

**Keywords:** mesenchymal stem cells, pelvic organ prolapse, electrospinning, nanofiber mesh, tissue engineering, foreign body response, gene expression, foreign body giant cells

## Abstract

**Purpose:**

Transvaginal meshes for the treatment of Pelvic Organ Prolapse (POP) have been associated with severe adverse events and have been banned for clinical use in many countries. We recently reported the design of degradable poly L-lactic acid-co-poly ε-caprolactone nanofibrous mesh (P nanomesh) bioengineered with endometrial mesenchymal stem/stromal cells (eMSC) for POP repair. We showed that such bioengineered meshes had high tissue integration as well as immunomodulatory effects *in vivo*. This study aimed to determine the key molecular players enabling eMSC-based foreign body response modulation.

**Methods:**

SUSD2^+^ eMSC were purified from single cell suspensions obtained from endometrial biopsies from cycling women by magnetic bead sorting. Electrospun P nanomeshes with and without eMSC were implanted in a NSG mouse skin wound repair model for 1 and 6 weeks. Quantitative PCR was used to assess the expression of extracellular matrix (ECM), cell adhesion, angiogenesis and inflammation genes as log_2_ fold changes compared to sham controls. Histology and immunostaining were used to visualize the ECM, blood vessels, and multinucleated foreign body giant cells around implants.

**Results:**

Bioengineered P nanomesh/eMSC constructs explanted after 6 weeks showed significant increase in 35 genes associated with ECM, ECM regulation, cell adhesion angiogenesis, and immune response in comparison to P nanomesh alone. In the absence of eMSC, acute inflammatory genes were significantly elevated at 1 week. However, in the presence of eMSC, there was an increased expression of anti-inflammatory genes including *Mrc1* and *Arg1* by 6 weeks. There was formation of multinucleated foreign body giant cells around both implants at 6 weeks that expressed CD206, a M2 macrophage marker.

**Conclusion:**

This study reveals that eMSC modulate the foreign body response to degradable P nanomeshes *in vivo* by altering the expression profile of mouse genes. eMSC reduce acute inflammatory and increase ECM synthesis, angiogenesis and anti-inflammatory gene expression at 6 weeks while forming newly synthesized collagen within the nanomeshes and neo-vasculature in close proximity. From a tissue engineering perspective, this is a hallmark of a highly successful implant, suggesting significant potential as alternative surgical constructs for the treatment of POP.

## Introduction

Pelvic Organ Prolapse (POP) is a debilitating urogynecological pelvic floor disorder that significantly impacts the quality of lives of 50% of parous women aged over 50 years (Nygaard et al., 2008). POP is mainly results from vaginal birth injury (Urbankova et al., 2019), which over time leads to herniation of pelvic organs, such as uterus, bladder, and bowel into the vagina. Symptoms include difficulty in passing urine and bowel motions, sexual dysfunction, feeling of a vaginal bulge, and urinary and bowel incontinence (Iglesia and Smithling, 2017). While first line conservative management using pelvic floor exercises and pessaries may delay disease progression (Li et al., 2016), it does not eliminate the need for surgical intervention for many women. Until recently, non-degradable polypropylene (PP) vaginal meshes were commonly used for reconstructive surgery to mitigate native tissue repair failures (Milani et al., 2018). However, regulatory authority warnings and recent reports indicate high adverse event rates and risks of complications such as mesh erosion and exposure (Mironska et al., 2019). A growing body of evidence shows implant failures and have established that prolonged inflammation and undesirable foreign body response (FBR) are associated with complications in patients (Deprest et al., 2009; Claerhout et al., 2010; Brown et al., 2015; Jallah et al., 2016; Nolfi et al., 2016; Tennyson et al., 2019). Such FBRs and associated adverse effects of transvaginal meshes were deemed to out-weigh PP benefits and therefore led to the ban on transvaginal meshes in Australia, UK, and USA by regulatory authorities, with no alternative treatments on the horizon. At present, there are no optimal therapies for POP. Therefore, more reliable treatment measures that promote tissue healing and repair without piquing deleterious FBR are pivotal for the treatment of POP (Siddiqui et al., 2018).

In nature, *in vivo* cell behavior and vaginal tissues are supported by the micro/nanoscale architecture of the ECM (Sridharan et al., 2012) that provides a larger surface area to adsorb proteins and more binding sites for cell membrane receptors and adhesion molecules. The standard clinical PP mesh biomaterial lacks a biomimetic character. They disrupt the vaginal microenvironment (Liang et al., 2013; Liang et al., 2015; Jallah et al., 2016) rather than mimicking its nanoarchitecture, evoking undesired complications. To overcome mesh erosion, vaginal implants must promote rather than impede cell-matrix interactions. The primary cause of complications resulting from PP mesh implants have been attributed to the prolonged chronic inflammation and poor tissue integration associated with mechanically inferior non-degradable implants (Nolfi et al., 2016; Tennyson et al., 2019). The tissue microenvironment comprises structural and functional components (e.g. collagens and elastin) that provide a scaffold to hold cells together through numerous chemical and physical stimuli at the molecular level. Nanofabrication of scaffolds recapitulates such biomimetic nanoscale architectural cues (Mukherjee et al., 2013; Liu et al., 2018a). As a result, meshes designed with nanoscale fibers using electrospinning techniques promote cell-cell and cell-biomaterial interactions. Given that current PP meshes bear little structural or biological resemblance to native vaginal tissue, we and others have shown that nanostructured meshes that impart biomimetic properties can improve mesh integration, overcome erosion and hold significant promise in POP reconstructive surgery (Sartoneva et al., 2012; Wu et al., 2016; Vashaghian et al., 2017; Gargett et al., 2019; Mangir et al., 2019; Mukherjee et al., 2019b).

Irrespective of the composition and fabrication technique, biomaterials elicit an FBR after implantation in the body (Mukherjee et al., 2019a; Hympanova et al., 2020). This response is a cascade of dynamic cellular processes involving several genes influencing the milieu of the tissue microenvironment that ultimately determines the fate of the implant and healing process. Mesenchymal stem/stromal cells (MSCs) are clonogenic, multipotent cells, widely recognised for their ability to promote tissue repair and regeneration (Dimarino et al., 2013; Ulrich et al., 2013; Le Blanc and Davies, 2015; Gargett et al., 2016). Therefore, cell based therapies for pelvic floor tissue repair, although less explored, hold significant potential for POP treatment (Darzi et al., 2016b; Emmerson and Gargett, 2016; Gargett et al., 2016; Callewaert et al., 2017; Gargett et al., 2019). Nonetheless, while undifferentiated MSCs mitigate inflammation and influence reparative processes (Kode et al., 2009; Le Blanc and Davies, 2015), several clinical trial outcomes have highlighted that mere injection of such therapeutic cells into damaged tissue leads to a rapid loss of MSC, preventing optimal repair (Dimmeler et al., 2014; Sharma et al., 2014). Bioengineering using biomimetic degradable nanofiber meshes that mimic natural ECM to allow entrapment and persistence of seeded MSCs will likely yield superior vaginal constructs with a controlled and anti-inflammatory immune response (Gargett et al., 2019).

We discovered perivascular MSCs in the endometrial lining of the uterus (eMSC) and identified a unique marker, SUSD2, to isolate these rare perivascular cells (Gargett et al., 2016). We also discovered that a small molecule, A83-01, maintains eMSC' undifferentiated state during culture expansion, required for clinical use (Gurung et al., 2015; Gurung et al., 2018). We have established that eMSC have reparative capacity, reduce fibrosis and the FBR to nondegradable polyamide mesh by influencing macrophage polarization switching from an M1 to M2 phenotype in rodent and ovine models (Ulrich et al., 2014; Darzi et al., 2018; Emmerson et al., 2019). More recently, we have also shown that eMSC improve the tissue integration, cellular infiltration and overall FBR response to degradable nano/microstructured meshes (Mukherjee et al., 2019b; Paul et al., 2019). The beneficial effects of eMSC are characterized by upregulation of M2 markers such as CD206 and *Arg1*, *Mrc1*, and *Il10* genes in tissue macrophages, as well as reducing their secretion of inflammatory cytokines Il-1β and Tnf-α (Darzi et al., 2018). However, the key players in mediating eMSC paracrine effects on cellular migration and recruitment remain largely unknown. Furthermore, how eMSC mediate M2 immunomodulatory responses during the FBR after implantation of bioengineered constructs also remains unknown. In general, the FBR to tissue engineered constructs are often limited to measuring the *in vivo* capsule thickness and is poorly understood.

Recently, we reported the design of novel nanostructured degradable poly L-lactic acid-co-poly ε-caprolactone or PLCL meshes (P nanomesh) tissue engineered with reparative mesenchymal stem/stromal cells from endometrium (Mukherjee et al., 2019b). In this study, we assess the potential of these newly designed degradable nanofiber meshes tissue engineered with these therapeutic cells to influence macrophage mediated FBR and promote key reparative processes such as angiogenesis, cellular adhesion, extracellular matrix (ECM) synthesis as well as its regulation using gene expression profiling and histology in a subcutaneous mouse model. From a clinical perspective, it is not only important to design novel constructs for POP treatment, but also critical to understand their FBR pattern and tissue repair process that likely varies with different components and their degree of involvement (Mukherjee et al., 2019a). Such detailed understanding is also pivotal to the long term efficacy of all medical devices and the lack of this knowledge may potentially disrupt clinical practices as exemplified by the rise and fall of pelvic PP mesh usage (Heneghan et al., 2017). In this study we provide an in-depth assessment of changes in gene expression associated with eMSC-nanobiomaterial therapy. In particular, we have quantified the *in vivo* gene expression associated with ECM formation and regulation, cell adhesion, angiogenesis and the FBR to PLACL Nanomesh (P Nanomesh) with and without eMSC. We have also shown the histological effects arising from the gene expression profile of eMSC based surgical constructs, including angiogenesis and ECM formation. To our knowledge, this is the first study to show such detailed impact of eMSC based tissue engineered degradable nanostructured scaffolds *in vivo*.

## Methods

### Ethics

All SUSD2^+^ eMSC were isolated from endometrial biopsies obtained from seven women undergoing laparoscopic surgery for nonendometrial gynecological conditions and had not taken hormonal treatment for three months before surgery. Samples were collected following written informed consent as per approval from the Monash Health and Monash University Human Research Ethics committees (09270B). All methods were performed in accordance with National Health and Medical Research Council guidelines. Each patient biopsy was used to generate a single eMSC cell line and served as n=1.

### Fabrication of Nanomeshes

Nanofiber meshes of PLACL were fabricated by electrospinning as described in our previous report (Mukherjee et al., 2019b). PLACL polymer (Resomer, Evonik) was dissolved in 1,1,1,3,3,3-hexafluoro-2-propanol (HFIP) on a magnetic stirrer to form 10% (w/v) clear solution. Syringe (Terumo Corporation, Japan) with this solution was attached to 23 G blunted stainless-steel needle (Terumo Corporation, Japan) for electrospinning, using a syringe pump (NE1000, New Era Pump Systems, Inc. USA) at a controlled flow rate of 1 ml/h and voltage of 18 kV (DC voltage power supply, Spellman SL150, USA) to collect nanofibers at a distance of 12.5 cm from the needle tip to the collector. The fibers were collected on grounded aluminum foil and dried for at least 1 week in a vacuum oven prior to experimental use.

### Scanning Electron Microscopy

Samples of only nanofiber meshes were directly sputter coated with a thin platinum sputter coating layer (Cressington 208 HR, UK) for 120 s. All specimens were examined under the scanning electron microscope (Nova NanoSEM, FEI, USA) at an accelerating voltage of 10 kV and images were quantified by Image J software.

### Atomic Force Microscopy

Atomic force microscopy (AFM) using a FastScan AFM (Bruker, Billerica, MA, USA) in PeakForce tapping mode and FastScan C probes with a nominal 5 nm tip radius and spring constant of 0.8 N/m. For imaging, 512 × 512 pixel resolution and a 2-Hz scan rate was used to measure n=3 samples and pointed AFM tip at five ROIs (region of interest) of 5 μm^2^ area. Images were processed using Nanoscope Analysis software.

### Isolation, Expansion, and Labelling of eMSC

Endometrial tissue was obtained from seven healthy women (no endometrial pathology) who had not used hormones for minimum three months. SUSD2^+^ eMSC were isolated according to our established protocols (Darzi et al., 2018; Mukherjee et al., 2019b). Briefly, endometrial tissue underwent enzymatic digestion using Collagenase I and DNAs I (Worthington-Biochemical Corporation) for 1 h at 37°C. The stromal fraction and red blood cells were separated from epithelial fraction using a 40 μM sieve (BD Bioscience-Durham) and Ficoll paque (GE Healthcare Bioscience-Bio-Sciences AB) gradient, respectively. The isolated stromal cells were incubated with PE anti human SUSD2 antibody (Biolegend) for 30 min at 4°C followed by incubation with anti-PE labelled magnetic beads (Miltenyi Biotec) for 20 min. PE labelled SUSD2^+^ eMSC were sorted using a column and magnet (Miltenyi Biotec). SUSD2^+^ eMSC were cultured and expanded in 10% FBS DMEM F12 (Invitrogen) supplied with growth factor bFGF (Peprotech) for 2–4 passages. Before *in vivo* implantation, eMSC were permanently labelled with mCherry lentivirus vector according to our published protocols (Darzi et al., 2018; Mukherjee et al., 2019b). Briefly, Lentivirus was generated using three plasmids; pLVX-IRES-mCherry (lentivirus plasmid which contains mCherry gene) (clontech-6312237), packaging plasmids; pSPAX2 that encodes capsid (Addgene 12260) and pMD2.G that encodes reverse transcriptase for lentivirus replication (Addgene 12259), into 293T cells. Transfection was performed using TransIT-X2 (Mirus) transfection reagent according to manufacturer's protocols.

### Animal Surgery and Tissue Collection

The experimental procedure and mouse husbandry was approved by Monash Medical Centre Animal Ethics Committee A (2017/05). NSG mice were housed in the animal house at Monash Medical Centre according to the National Health and Medical Research Council of Australia guidelines for the care and use of laboratory animals and were provided sterile food and water under controlled environmental conditions. NSG mice were divided in two experimental groups P and P+eMSC and two time-points; 1 and 6 weeks (seven mice/group). The mice were anaesthetized using 3% w/v Isoflurane^®^ and carprofen (5 mg/kg body weight) was used as analgesia. The abdomen was shaved and disinfected with 70% ethanol. A longitudinal 1.2 cm skin incision was performed in the lower abdomen and the skin was separated from the fascia by blunt dissection to make two pockets on each side of the midline. The P nanomesh was implanted into two pockets of each animal, and mCherry labelled eMSC was added on top of the nanomesh using a 50µl pipette tip. Meshes were sutured to the abdominal fascial layer using 6–0^®^ monofilament sutures (Ethicon) on two ends and. The skin was closed with 6–0^®^ monofilament sutures (Vicryl). Following 1 or 6 weeks the animals were euthanized in a CO_2_ chamber and tissues were collected for analysis. Some animals were reused from our previous study (Mukherjee et al., 2019b) to comply with Monash Medical Centre Animal Ethics Committee's reuse and reduce usage policy. However, the tissue portions of the animals used for analysis have not been used in any other study.

### Histology

Tissue sections containing constructs were fixed in 10% formalin and processed by the Monash Histology Platform at the Monash Health Translation Precinct (MHTP). Formalin-fixed tissues were processed to paraffin, sectioned (5 µm) and placed on super frost slides. Histological H&E, Picrosirius red staining and immunohistochemistry was performed by Monash Histology Platform at MHTP. For H&E staining, slides were dewaxed using xylene and stained in Haemtoxylin for 7 min. After washing in tap water, they were blued in ammoniated water for 30 seconds and stained in alcoholic Eosin for 7 min. For Picro Sirius red staining, slides were dewaxed using xylene and fixed in Bouin's fixative for 1 h. After washing in tap water, they were stained with Picro Sirius red for 1 h at room temperature followed by washing and mounting. For immunohistochemistry staining, slides were dewaxed and underwent citrate buffer antigen retrieval for 30 min followed by endogenous peroxidase blocking step using 0.3% v/v H_2_O_2_. Slides were then incubated with protein blocker (Dako, USA) for 40 min and washed with 1× PBS. Primary antibodies were diluted and incubated for 1 h at room temperature. HRP labelled anti mouse was used as secondary antibody for 30 min and the nucleus stained with Hematoxylin. Details of antibodies are listed in **Table1**. The sections are scanned using Aperio Digital pathology scanner (Leica) at 40X and analyzed using Imagescope software to identify the stains.

**Table 1:** Details of antibodies used in immunohistochemistry.

Primary Antibody	Isotype	Supplier	Dilution
CD206	Rabbit polyclonal	Abcam	1/2500
mCherry	Rat IgG1	Life technology	1/100

### qPCR Fluidigm Biomark

Animal tissues were collected in RNA*later* (ThermoFisher) and stored in 4°C for 24 h followed by storage in −80°C. Samples were weighed and total RNA was extracted using RNeasy mini kit (Qiagen) as per manufacturer's protocol to prepare cDNA. Prior to fluidigm qPCR, preamplification was used to increase the number of copies of each gene to detectable levels as detailed in Fluidigm Gene Expression. Taqman assays were firstly pooled by combining 2 μl of each of the 94 20X Taqman assays and 12 μl Tris EDTA buffer pH 8.0 for a final volume of 200 μl. The final concentration of each assay was 0.2X (180nM). 3.75 μl of Sample Premix (Life Technologies TaqMan^®^ PreAmp Master Mix and Pooled Taqman assays) was combined with 1.25 μl of each of the 87 cDNA samples and 8 RT negative samples for a final reaction volume of 5 μl per sample. A no template control from Single Cell Genomics Centre was also included and all 96 samples were preamplified for 14 cycles. Following preamplification, reaction products were diluted 1:5 by adding 20 μl Tris EDTA buffer pH 8.0 to the final 5 μl reaction volume for a total volume of 25 μl. Assays and Samples were combined in a 96.96 Dynamic array IFC according to Fluidigm^®^ 96.96 Real-Time PCR Workflow. Five microliter of each assay at a final concentration of 10× was added to each assay inlet port and 5 μl of diluted sample to each sample inlet port according to the Chip Pipetting Map (GE 96×96 Standard v2). Data were analyzed using with Fluidigm Real-Time PCR analysis software (V4.1.1) to obtain Ct values. Primers are detailed in **Table 2**. Target gene expression was normalized to 18sRNA and relative gene expression and fold change was calculated using the 2^-ΔΔCT^ method.

**Table 2:** Details of qPCR Primers (mouse genes).

Gene name	TaqMan Code
*Ang1*	Mm00456503_m1
*Ang2*	Mm00545822_m1
*Fgf1*	Mm00438906_m1
*Fgf2*	Mm00433287_m1
*Fgfr3*	Mm00433294_m1
*Ctgf*	Mm01192933_g1
*Mmp2*	Mm00439498_m1
*Mmp9*	Mm00442991_m1
*Mmp19*	Mm00491296_m1
*Pdgfa*	Mm01205760_m1
*Timp1*	Mm00441818_m1
*Timp2*	Mm00441825_m1
*Timp3*	Mm00441826_m1
Timp4	Mm01184417_m1
*Tgfa*	Mm00446232_m1
*Tgfb1*	Mm00441724_m1
*Tgfb2*	Mm00436955_m1
*Tgfb3*	Mm00436960_m1
*Tgfbr1*	Mm00436964_m1
*Vegfa*	Mm00437304_m1
*Serpine1*	Mm00435860_m1
*Itgb1*	Mm01253230_m1
*Itgb2*	Mm00434513_m1
*Ccl1*	Mm01545656_m1
*Ccl2*	Mm00441242_m1
*Ccl3*	Mm00441258_m1
*Ccl4*	Mm00443111_m1
*Ccl5*	Mm01302428_m1
*Ccl7*	Mm00443113_m1
*Ccl11*	Mm00441238_m1
*Ccl12*	Mm01617100_m1
*Ccl17*	Mm01244826_g1
*Ccl19*	Mm00839967_g1
*Cxcl1*	Mm04207460_m1
*Cxcl2*	Mm00436450_m1
*Cxcl5*	Mm00436451_g1
*Cxcl9*	Mm00434946_m1
*Cxcl10*	Mm00445235_m1
*Cxcl11*	Mm00444662_m1
*Cxcl12*	Mm00445553_m1
*Ccr1*	Mm00438260_s1
*Ccr2*	Mm99999051_gH
*Ccr3*	Mm01216172_m1
*Ccr5*	Mm01963251_s1
*Ccr7*	Mm00432608_m1
*Cxcr2*	Mm99999117_s1
*Cxcr3*	Mm00438259_m1
*Il1a*	Mm00439620_m1
*Il1b*	Mm00434228_m1
*Il4ra*	Mm01275139_m1
*Il6*	Mm00446190_m1
*Tnf*	Mm00443258_m1
*Il10*	Mm00439616_m1
*Nos1*	Mm01208059_m1
*Nos2*	Mm00440485_m1
*Cd86*	Mm00444540_m1
*CD80*	Mm01344159_m1
*Arg1*	Mm00475988_m1
*Mrc1*	Mm00485148_m1
*Tnfa*	Mm99999068_m1
*Cd44*	Mm01277163_m1
*Cdh1*	Mm01247357_m1
*Cdh2*	Mm01162497_m1
*Cd49B/Itga2*	Mm00434371_m1
*Icam*	Mm00516023_m1
*Vcam1*	Mm01320970_m1
*Col6a1*	Mm00487160_m1
*Col6a2*	Mm00521578_m1
*Col6a3*	Mm00711678_m1
*Col6a6*	Mm00556810_m1
*Col1a1*	Mm00801666_g1
*Col3a1*	Mm01254476_m1
*Rn18s*	Mm03928990_g1
*Gapdh*	Mm03302249_g1

### Data Analysis and Statistics

Fold Change in gene expression was calculated in comparison to sham controls. Statistical analysis was performed using GraphPad Prism v8. Data were analyzed using non-parametric Mann-Whitney U test (comparison between P and P+eMSC). Data are presented as median and value of P ≤ 0.0513 was considered to be statistically significant.

## Results

### Fabrication and Characterization of Nanomesh

Degradable nanostructured meshes were fabricated from poly (L-lactic acid)-co-poly(ε-caprolactone) (P Nanomesh), given their acceptance in medical devices, using electrospinning to mimic the precise features of native tissue dimensions as per our previous studies (Mukherjee et al., 2011; Mukherjee et al., 2019b). Electrospinning enabled the design of nanofibers of PLCL (**Figure 1**) that produced a mesh which macroscopically appeared like thin facial tissue paper. Scanning electron microscopy (SEM) micrographs confirmed that P nanomeshes had an ultrafine and beadless morphology (**Figure 1A**) with an average fiber diameter of 585 nm as previously reported (Mukherjee et al., 2019b). The nanomeshes were highly porous (**Figure 1B**) and had three-dimensional structure of randomly layered fibers to form sheets of ~406 nm in thickness (**Figures 1C, D**). The fabricated P nanomesh structures closely resembled the human vaginal microstructure at the nanoscale, comprised of collagen fibril structures (**Figure 1E** and **Figure S1**) that ranged from 55–130 nm depending on the patient age and POP severity, and are arranged in bundles 2–3 µm thick (Kim et al., 2016).

**Figure 1:**
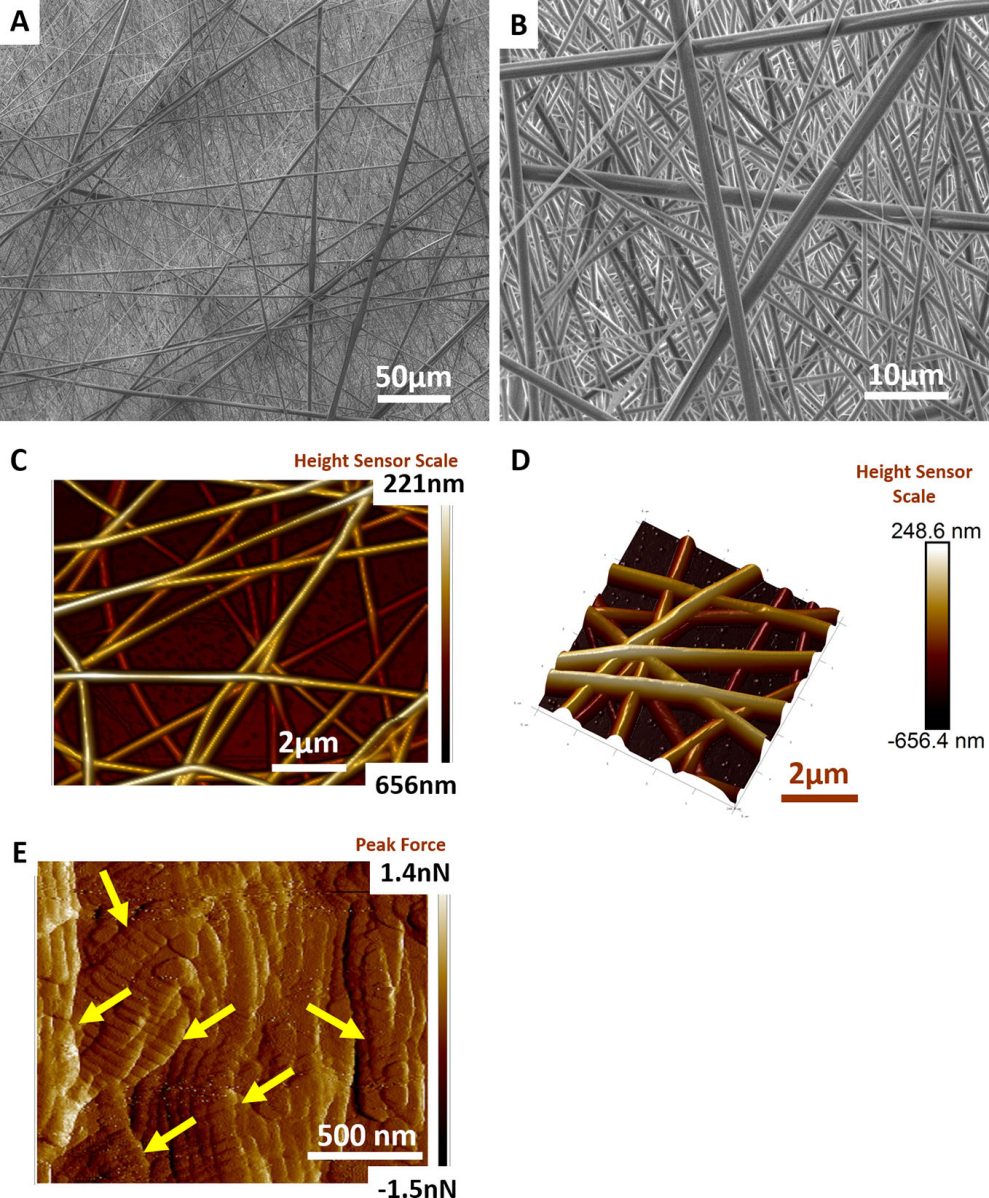
Electrospun Nanofiber mesh. Scanning electron micrographs of PLCL nanofiber mesh structure at **(A)** 1000× magnification **(B)** 5000× magnification. Atomic force micrograph reveals structure of **(C)** randomly laid nanofiber meshes at two-dimensional (2D) view and **(D)** 3D view **(E)** vaginal extracellular matrix (ECM) structure revealing arrangement of collagen fibrils (yellow arrows).

### eMSC Increase Synthesis of New ECM Within Nanomeshes *In Vivo*

Histology sections prepared from mouse explants were stained with Picro Sirius red to visualize the newly synthesised ECM (**Figure 2**), mainly collagen (black arrows, **Figure 2**) inside implanted meshes (between dotted lines, **Figure 2**). At 6 weeks, there was a substantial amount of collagen inside the Nanomesh (within dotted lines, **Figure 2**) in the P+eMSC group compared to P alone. This difference was not observed at 1 week. Quantitative PCR analysis of ECM and genes (**Figure 3**) also showed a significant increase in the expression (P < 0.05) of several collagen genes including *Col1a1, Col3a1, Col6a1* and *Col6a2* in P+eMSC compared to P alone at 6 weeks (**Figure 3A**). 

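RNA from explants of 41 NSG mice was measured with TaqMan assays on a Fluidigm dynamic array, and the authors deposited the Ct values and the fold changes made from them. By their labels, 6 mice received P and 7 received P+eMSC for 1 week, 8 received P and 7 received P+eMSC for 6 weeks, and 7 and 6 mice were the sham controls at 1 and 6 weeks. The authors normalized each gene to 18S and calculated the fold change against the sham controls, so a log2 fold change of 0 is the sham level. Among the genes named here, *Tnfa* and *Timp3* are exceptions. Their deposited log2 values were offset from the sham level by -0.70 (*Tnfa*, 1 week), 0.34 (*Tnfa*, 6 weeks) and 0.14 (*Timp3*, 6 weeks). Each offset is the same in P and P+eMSC, so it leaves their comparison unchanged. The median Ct of 18S lay between 6.60 and 6.94 in these groups. The P and P+eMSC mice gave no Ct for 39 values, 31 of them in mouse 52 of the P group at 6 weeks, and these values were left out. Of 1469 deposited fold changes of the P and P+eMSC mice that could be compared with the deposited Ct values, 1296 lay within 0.01 (log2) of the calculated fold change. For this count mouse 2356 was set against the 1 week sham controls. The deposited fold changes of *Ccl2*, *Ccl11* and *Ccl12* were the reciprocals of the calculated ones, those of *Il6* were reciprocals in P+eMSC and in the sham controls but not in P, and those of *Il10* differed in P+eMSC and in the sham controls by amounts that varied between mice, so these 5 genes were calculated from the Ct values. Mouse 2356 was labelled P at 6 weeks, but its deposited fold changes matched the 1 week sham controls in 49 of the 54 target genes, and it was set against the 6 week sham controls. These choices were made after the values had been seen. In the figures of the paper, read by eye with the value of each mouse laid over the plotted points, some mice were absent from some panels and mouse 2356 stood among the 1 week mice. The paper gives no reason for either. With mouse 2356 at 1 week the P group holds 7 mice at each week, the number the paper gives per group. Its deposited fold changes, the figures and this number thus point to 1 week, against its label. It was kept at 6 weeks as labelled, and counting it at 1 week was run as an alternative. Each gene was compared between P+eMSC and P by the exact two-sided Mann-Whitney U test, called at the paper's threshold of 0.0513, with the Hodges-Lehmann shift of the log2 fold changes as the size of the difference. At 6 weeks, 26 of the 53 genes whose panels could be matched to mice were called higher over the mice plotted in the figures. Over all mice, 10 of the 54 genes were called higher and 0 lower, and 8 were higher with every deposited fold change left as it stands. None had a Benjamini-Hochberg adjusted p below 0.05 (the smallest was 0.158, and 10 genes had an unadjusted p below 0.05). The shift was above 0 in 47 genes and below 0 in 7, with a median of 1.15. With each mouse's median over the 23 genes detected in all P and P+eMSC mice as the reference in place of 18S, the median shift was -0.25, and 1 gene was higher (*Cxcl9*) and 1 lower (*Ccl2*). These 23 genes are themselves among the genes tested. When most shifts lie above 0, centring on such genes moves them toward 0, whatever the cause. A shift near or below 0 on this reference at 6 weeks, or a gene no longer called, thus decides little. The mean log2 fold change over those 23 genes was 0.27 ± 1.42 (SD, n = 7) in P+eMSC and -1.88 ± 2.97 (SD, n = 8) in P, a shift of 1.37 (exact p = 0.0541).

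**Figure D1:**
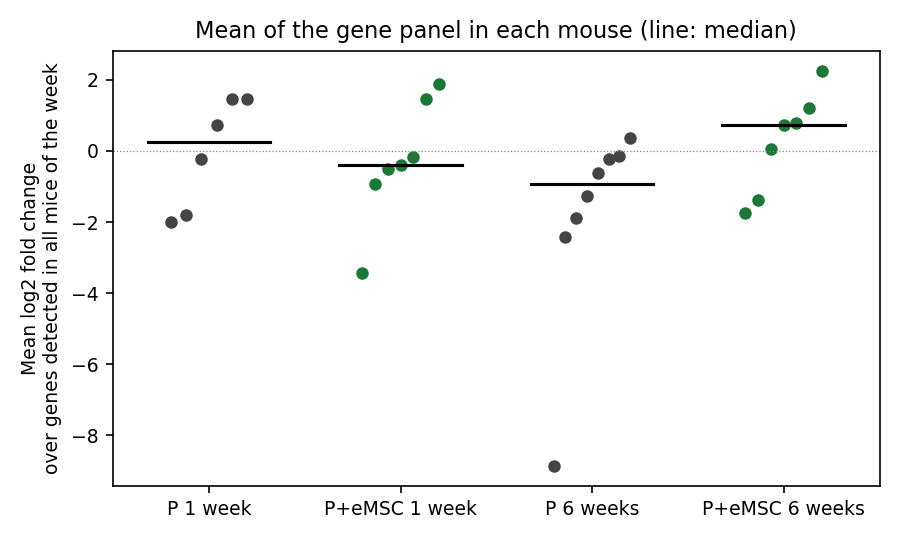
Mean log2 fold change against sham of the genes detected in all P and P+eMSC mice of the week, 1 point per mouse, with the group median as a line. At 6 weeks, mouse 52 of the P group lies at -8.86 and the other P mice lie between -2.42 and 0.37.

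**Figure D2:**
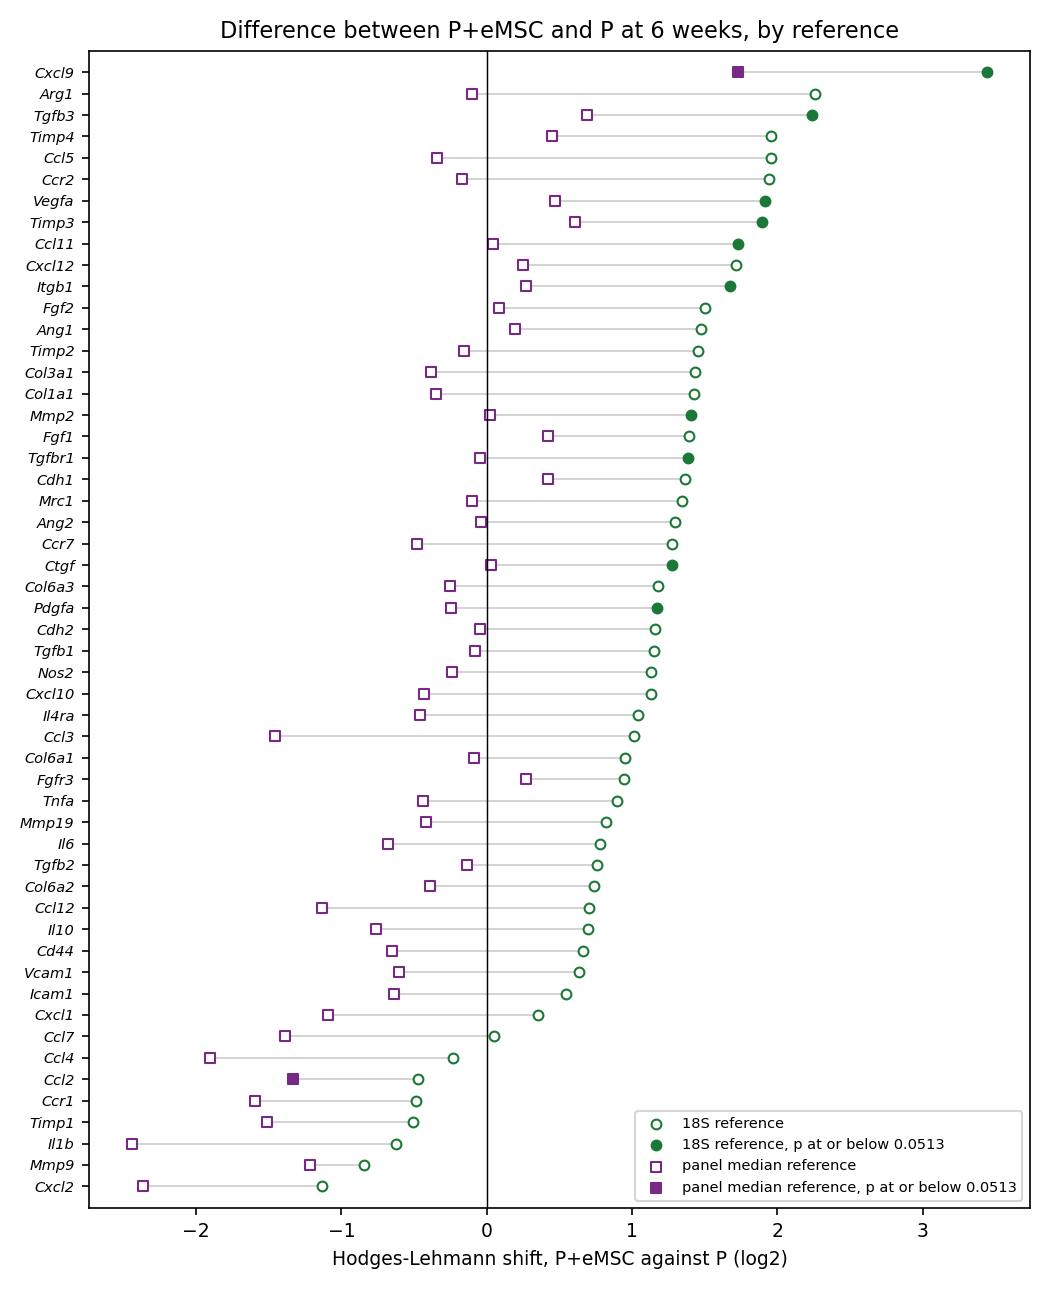
Hodges-Lehmann shift (log2) between P+eMSC and P at 6 weeks for 53 of the 54 genes over all mice, with 18S (circles) or the panel median (squares) as the reference. Filled symbols are genes called at 0.0513. The median shift over the 54 genes is 1.15 with 18S and -0.25 with the panel median.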

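Over the mice plotted in Fig. 3A, the shift between P+eMSC and P was 2.17 for *Col1a1* (exact p = 0.0350, 7 P and 6 P+eMSC mice) and 1.58 for *Col6a1* (exact p = 0.0303, 5 P and 6 P+eMSC mice). It was 1.21 for *Col6a2* (exact p = 0.0530, 7 mice in each group). For *Col3a1* the points did not tell whether mouse 60 (-2.29) or mouse 2210 (-1.88) of the P+eMSC group was absent, and the exact p was 0.0513 or 0.0734 with a shift of 2.20, so it was called under 1 of the 2 readings. Mouse 60 of the P+eMSC group was not plotted for *Col1a1* (log2 fold change -1.82) or *Col6a1* (-1.92), and mouse 437 of the P group was not plotted for *Col6a1* (0.035). Mouse 2356, plotted at 1 week, had 6 week values of 1.39 for *Col1a1*, 1.36 for *Col3a1*, -0.10 for *Col6a1* and 0.30 for *Col6a2*. Over all mice, the log2 fold change of *Col1a1* was 0.47 ± 1.74 (SD, n = 7) in P+eMSC and -1.59 ± 3.08 (SD, n = 8) in P, a shift of 1.43 (exact p = 0.189, adjusted p = 0.409). For *Col3a1* it was 0.35 ± 1.96 (SD, n = 7) in P+eMSC and -1.59 ± 3.01 (SD, n = 8) in P, a shift of 1.43 (exact p = 0.281). *Col6a1* was 0.025 ± 1.44 (SD, n = 7) in P+eMSC and -1.13 ± 1.30 (SD, n = 7) in P, with a shift of 0.95 (exact p = 0.209). The values of *Col6a2* were 0.0037 ± 1.35 (SD, n = 7) in P+eMSC and -1.97 ± 3.35 (SD, n = 8) in P, with a shift of 0.74 (exact p = 0.0939). Each shift was smaller than the SD of the P mice, whose mouse 52 lay at -8.70 for *Col1a1*, -8.52 for *Col3a1* and -9.90 for *Col6a2*, far from the others. The 4 shifts were above 0 over both sets of mice with 18S, but lay between -0.39 and -0.086 over all mice with the panel median as the reference. *Col1a1*, *Col3a1* and *Col6a2* are part of that reference, so it decides little about them. Among all ECM and adhesion genes of Fig. 3, 3 were called over all mice, 10 over the plotted mice and 0 with the panel median.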

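At 1 week, the shift between P+eMSC and P over the plotted mice was -0.022 for *Col1a1*, 0.27 for *Col3a1*, 0.53 for *Col6a1* and 0.34 for *Col6a2*, with exact p-values from 0.7104 to 1. Mouse 78 of the P+eMSC group was not plotted for *Col1a1* (-4.82) or *Col3a1* (-3.89), and for *Col1a1* either mouse 132 (0.078) or mouse 2396 (0.35) of the P group was absent. The plotted P mice included mouse 2356, whose values against the 1 week sham controls were 1.61 for *Col1a1*, 1.66 for *Col3a1*, 1.02 for *Col6a1* and 1.26 for *Col6a2*. Over the 6 P and 7 P+eMSC mice labelled 1 week, the shifts were -0.25 for *Col1a1*, -0.18 for *Col3a1*, 0.66 for *Col6a1* and 0.35 for *Col6a2*, with exact p-values from 0.534 to 0.945. *Col3a1* thus lay above 0 over the plotted mice and below 0 over all mice. Of the 51 genes whose panels could be matched at 1 week, 2 were called higher and 16 lower over the plotted mice. Over all mice 0 of the 54 genes were called higher and 0 lower, with 0 at an unadjusted p below 0.05. With the panel median as the reference 0 were called higher and 5 lower. The median shift was -0.073 with 18S and -0.17 with the panel median.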

Similar to histology observations (**Figure 2**), the expression of these genes was not different between the two groups at 1 week (**Figure 3B**). 

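For 10 cell adhesion and *Tgfb* genes at 6 weeks (*Itgb1*, *Vcam1*, *Icam1*, *Cd44*, *Cdh1*, *Cdh2*, *Tgfb1*, *Tgfb2*, *Tgfb3* and *Tgfbr1*, the *Tgfbr* gene of the panel), the exact Mann-Whitney U test called 8 over the plotted mice. The other 2 were *Icam1* (shift 1.20, exact p = 0.180) and *Tgfb2* (shift 0.77, exact p = 0.181). The shifts of *Vcam1*, *Cd44*, *Cdh1*, *Cdh2* and *Tgfb1* over the plotted mice were 1.72, 2.79, 2.37, 2.12 and 1.97, with exact p-values of 0.0173, 0.00866, 0.00433, 0.0303 and 0.0173. *Itgb1*, *Tgfb3* and *Tgfbr1* lacked only mouse 2356 (-1.22 for *Itgb1*, -2.47 for *Tgfb3* and -1.28 for *Tgfbr1*) and had shifts of 1.71, 2.23 and 1.24 (exact p = 0.0175, 0.0175 and 0.0111). Mouse 2356 was likewise plotted at 1 week for the other genes, with 6 week values of 1.14 for *Vcam1*, 0.57 for *Icam1*, 2.13 for *Cd44*, 1.53 for *Cdh1*, -0.50 for *Cdh2*, 0.17 for *Tgfb1* and -1.30 for *Tgfb2*. Mouse 2210 of the P+eMSC group was not plotted for 6 genes (-1.89 for *Vcam1*, -1.58 for *Icam1*, -1.58 for *Cd44*, -5.23 for *Cdh1*, -1.95 for *Cdh2* and -1.14 for *Tgfb1*). Mouse 60 of that group was absent for *Vcam1* (-1.41), *Cd44* (-0.92) and *Tgfb1* (-1.28), and mouse 2399 for *Cdh1* (-3.89). In the P group, mouse 2307 was absent for *Cd44* (2.27) and *Tgfb1* (1.28), and mouse 437 for *Cdh2* (-0.051). Over all mice, 3 of the 10 genes were called. *Itgb1* was -0.073 ± 1.03 (SD, n = 7) in P+eMSC and -2.89 ± 3.90 (SD, n = 8) in P, a shift of 1.68 (exact p = 0.0140). *Tgfb3* was 0.15 ± 1.05 (SD, n = 7) in P+eMSC and -2.84 ± 3.25 (SD, n = 8) in P, a shift of 2.24 (exact p = 0.00932), and *Tgfbr1* was 0.19 ± 0.73 (SD, n = 7) in P+eMSC and -2.13 ± 3.19 (SD, n = 8) in P, a shift of 1.39 (exact p = 0.00591). Their adjusted p was 0.158 over the 54 genes, and 0.0466 over these 10 genes alone, which the paper chose from the same data. The other 7 had shifts of 0.63 for *Vcam1*, 0.54 for *Icam1*, 0.66 for *Cd44*, 1.37 for *Cdh1*, 1.16 for *Cdh2*, 1.15 for *Tgfb1* and 0.76 for *Tgfb2*, with exact p-values from 0.0973 to 0.456. Mouse 52 of the P group lay far below the others for *Itgb1* (-12.20), *Cd44* (-8.17), *Tgfb1* (-8.98), *Tgfb3* (-10.40) and *Tgfbr1* (-9.72), and mouse 53 for *Cdh1* (-8.83). All 10 shifts were above 0 with 18S over both sets of mice, while 7 were below 0 and 0 genes were called with the panel median as the reference (shifts from -0.65 to 0.69).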

The expression of cell adhesion molecules and *Tgfb* genes, *Itgb1, Vcam, Icam, Cd44, Cdh1, Cdh2, Tgfb1, Tgfb3, and Tgfbr* were also significantly higher (P < 0.05) (**Figure 3A**), whereas expression of *Tgfb2* (**Figure 3A**) showed no difference between P+eMSC and P alone at 6 weeks. In contrast, at 1 week no collagen subunit genes were differentially expressed, neither for cell adhesion genes, except for *Cd44*, which was significantly lower in P+eMSC compared to P (**Figure 3B**). 

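*Cd44* at 1 week had a shift of -3.56 over the 5 P and 5 P+eMSC mice plotted in Fig. 3B (exact p = 0.00794), where the plotted P mice included mouse 2356 (2.05). Mice 133 (-2.47) and 2355 (-2.72) of the P group and mice 10 (2.51) and 2358 (0.73) of the P+eMSC group were not plotted. Over all mice labelled 1 week, its log2 fold change was -0.80 ± 2.03 (SD, n = 7) in P+eMSC and 0.32 ± 2.42 (SD, n = 6) in P, a shift of -1.60 (exact p = 0.366), which was smaller than the SD of either group. The shift was -1.33 with the panel median in place of 18S (exact p = 0.0734).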

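Whether the difference between P+eMSC and P itself changed between 1 and 6 weeks was tested with limma as an interaction of eMSC and week on the log2 fold changes of all mice. The interaction was 2.22 (standard error 1.79) for *Col1a1*, 1.90 (1.76) for *Col3a1*, 0.68 (1.40) for *Col6a1* and 1.76 (1.70) for *Col6a2*. For *Tgfb1* it was 1.96 (standard error 1.59) and for *Tgfb3* 2.57 (standard error 1.498). The limma adjusted p was 0.667 for *Col6a1* and 0.541 for the other 5 genes. The interaction was above 0 in all 54 genes of the panel with 18S as the reference, and 0 genes had an adjusted p below 0.05 or an unadjusted p below 0.05. In simulated data with the spread of these mice, the interaction was called in 0% of genes given a log2 change of 2, in 39.5% at 4 and in 96% at 8. From the collagen and *Tgfb* genes that it reports as higher at 6 weeks and not at 1 week, the paper proposes a role of *Tgfb1* and *Tgfb3* in collagen synthesis.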

Our results show that presence of eMSC increases new collagen subunit synthesis which may be mediated by increased *Tgfb*1 and *Tgfb3* gene expression within implanted P nanomesh, may foster tissue integration *via* the expression of ECM formation and cell adhesion genes by 6 weeks but not as early as 1 week *in vivo*.

**Figure 2:**
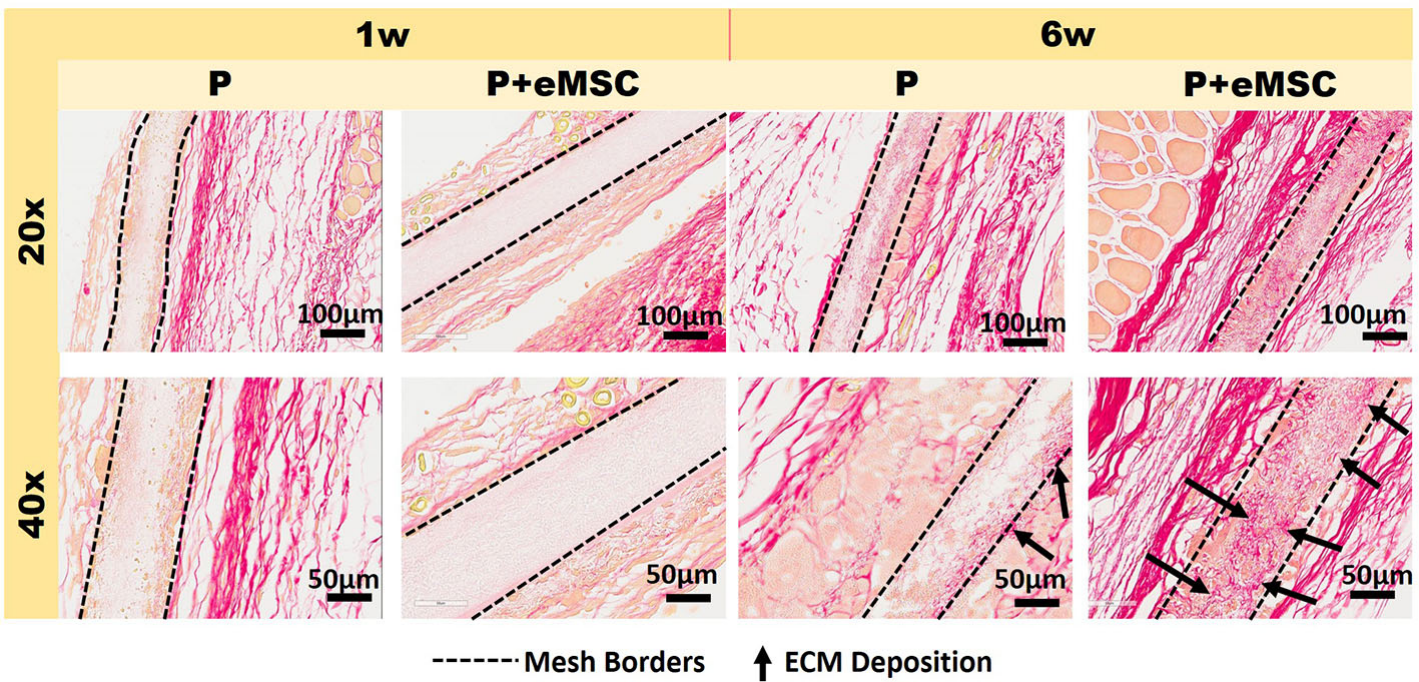
Picro-Sirius red staining of collagen in explanted meshes at 20× and 40× magnifications. P nanomesh implants (within dotted lines), with and without endometrial mesenchymal stem/stromal cells (eMSCs), explanted from the subcutaneous skin of the flank showing red-stained collagen red in mice at 1 and 6 weeks explantation. Black arrows show new collagen deposited within the P Nanomesh.

**Figure 3:**
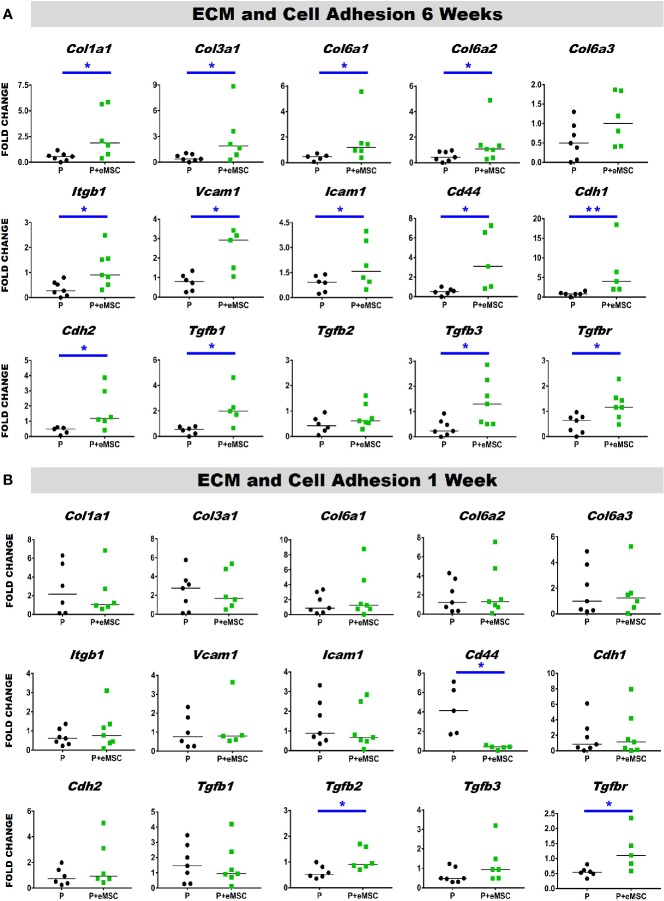
Extracellular matrix (ECM) and adhesion molecule gene expression of P and P+eMSCs nanomesh explants. Fold change in mRNA expression of ECM and cell adhesion genes by quantitative PCR in explanted mice tissues after **(A)** 6 weeks and **(B)** 1 week consisting of P nanomesh, with and without endometrial mesenchymal stem/stromal cells (eMSCs). Data are median of n=5-7 samples/group analyzed by Mann-Whitney U test; *P < 0.05 and **P < 0.01.

### eMSC Influence Expression of Matrix Metalloproteinases and Tissue Inhibitors of Metalloproteinases

Matrix metalloproteinases (*Mmps*) are essential mediators of ECM homeostatic dynamics that degrade ECM components and are modulated by Tissue inhibitors of metalloproteinases (*Timps*). TIMPs reversibly bind to MMPs and regulate their proteolytic activities and their balance significantly impacts tissue homeostasis. To this end, we assessed the expression of several key *Mmp*s and *Timp*s using qPCR in *in vivo* tissues post implantation (**Figure 4**). 

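At 6 weeks, the 4 genes *Mmp2*, *Mmp19*, *Timp2* and *Timp3* had shifts of 1.68, 2.23, 1.62 and 2.62 over the mice plotted in Fig. 4A (exact p = 0.0379, 0.0317, 0.0221 and 0.00866). For *Timp2*, either mouse 60 (-1.97) or mouse 2210 (-1.72) of the P+eMSC group was absent, and the exact p was 0.0140 or 0.0221. In P+eMSC, mice 60 (-0.85) and 2210 (-1.35) were not plotted for *Mmp19*, nor mouse 60 (-1.60) for *Timp3*. In P, mouse 2307 (2.02) was not plotted for *Mmp19*, nor mouse 437 (-0.58) for *Timp3*, and mouse 2356, plotted at 1 week, had 6 week values of -0.24 for *Mmp2*, 1.37 for *Mmp19*, -1.47 for *Timp2* and -1.11 for *Timp3*. Over all mice, the exact test called *Mmp2* and *Timp3*. *Mmp2* was 0.19 ± 1.42 (SD, n = 7) in P+eMSC and -2.09 ± 3.13 (SD, n = 8) in P, a shift of 1.41 (exact p = 0.0401, adjusted p = 0.209), and *Timp3* was -0.0072 ± 1.23 (SD, n = 7) in P+eMSC and -2.90 ± 3.55 (SD, n = 8) in P, a shift of 1.90 (exact p = 0.0205, adjusted p = 0.158). The animal numbers below 1000 and above 2000 were divided unevenly, 5 and 3 in P and 2 and 5 in P+eMSC. *Mmp2* was no longer called by permutation within these number series (p = 0.0816), by the exact permutation test of the mean (p = 0.0525) or by limma (p = 0.0739), and *Timp3* was called by all 3. In P, mouse 52 lay apart at -9.58 for *Mmp2*, -9.49 for *Timp2* and -11.16 for *Timp3*. *Mmp19* had a shift of 0.82 (exact p = 0.383). The shift of *Timp2* was 1.45 (exact p = 0.0541); with 7 and 8 mice the exact test can give 0.0401 or 0.0541 around the threshold and nothing between. Taking the panel median as the reference moved these shifts most among the alternatives with all mice, and there none of the *Mmp* and *Timp* genes of Fig. 4 was called, the shifts of *Mmp19* (-0.42) and *Timp2* (-0.15) fell below 0 and those of *Mmp2* (0.022) and *Timp3* (0.61) stayed above it.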

At 6 weeks, the expression of *Mmp2, Mmp19*, *Timp2*, and *Timp3* was significantly higher (P < 0.05) in P+eMSC compared to P alone (**Figure 4A**). 

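For *Mmp2*, *Mmp19*, *Timp2* and *Timp3* at 1 week, the shifts over the mice plotted in Fig. 4B were 0.37, -1.32, -0.25 and 0.40, with exact p-values from 0.535 to 0.818. Mouse 2358 of the P+eMSC group was not plotted for *Timp2* (2.42) or *Timp3* (2.18), mouse 2355 of the P group for *Timp2* (-1.43), and mouse 2268 of the P group for *Timp3* (0.54). Mouse 2356, plotted with the P mice, had values of 0.32 for *Mmp2*, 1.28 for *Mmp19*, -0.43 for *Timp2* and -0.30 for *Timp3*. Over all mice labelled 1 week, the shifts were 0.42, -1.03, 0.12 and 0.47, with exact p-values from 0.534 to 0.836, so *Timp2* lay above 0 over all mice and below 0 over the plotted mice. In data simulated for the 6 week groups (8 P and 7 P+eMSC mice), the exact test called 36% of genes changed by a log2 of 2. It called 88.5% of those changed by 4. The spread there was pooled over both weeks, and the 1 week comparison with its 6 P mice was not simulated, so its power is not known.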

At 1 week, there was no significant differences in the expression of these MMPs and TIMPs genes in both groups (**Figure 4B**). Our results show that eMSC influence the expression of several MMPs and TIMPs when implanted as tissue engineered constructs compared with P nanomesh alone by 6 weeks.

**Figure 4:**
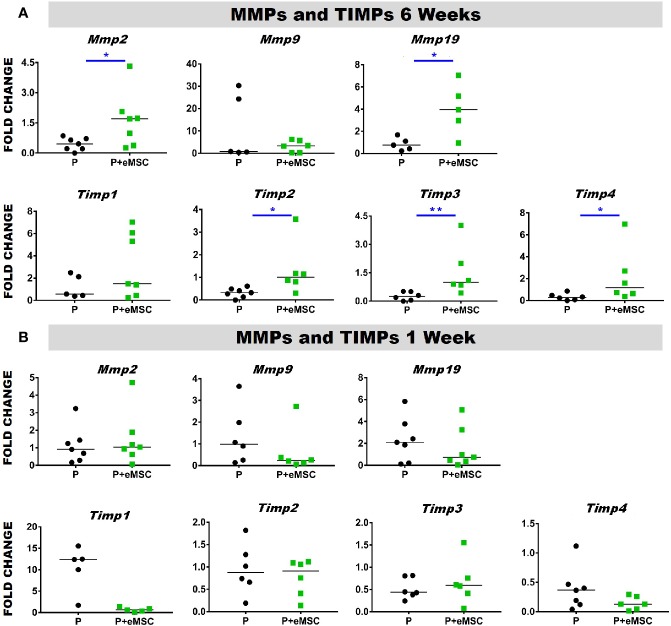
Matrix metalloproteinase (*Mmp*) and tissue inhibitors of metalloproteinases (*Timp*) gene expression of P and P+eMSCs nanomesh explants. Fold change in mRNA expression of mouse *Mmp* and *Timp* genes by quantitative PCR in explanted mice tissues after **(A)** 6 weeks and **(B)** 1 week consisting of P nanomesh, with and without endometrial mesenchymal stem/stromal cells (eMSCs). Data are median of n=5-7 samples/group analyzed by Mann-Whitney U test; *P < 0.05, **P < 0.01.

### Nanomesh With eMSC Promote Angiogenesis After *In Vivo* Implantation

Angiogenesis is essential to healing and growth for repair of tissues. Rapid neo-vascularisation determines the clinical success of implanted tissue constructs. Since cells must be in 100–200 µm proximity of blood vessels to receive oxygen through diffusion, spontaneous ingrowth of capillaries is highly desirable following *in vivo* implantation of meshes (Shahabipour et al., 2019). Thus, it is critical that the post implantation milieu has optimal conditions to support vascularization for tissue integration and long-term viability. Therefore, we assessed the expression of several angiogenic factors following *in vivo* implantation of P nanomeshes with and without eMSCs at 1 and 6 weeks (**Figure 5**). At 6 weeks, we observed significantly higher expression (P < 0.05) of the key angiogenic factor genes, *Vegfa*, *Fgf1*, *Ctgf*, *Ang1*, and *Pdgfa* in P+eMSCs compared to P alone (**Figure 5A**). 

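Over the mice plotted in Fig. 5A, the shifts were 1.89 for *Vegfa*, 1.80 for *Fgf1*, 1.15 for *Ctgf*, 2.32 for *Ang1* and 1.14 for *Pdgfa*, with exact p-values of 0.0379, 0.0173, 0.0649, 0.0317 and 0.0221. In P+eMSC, mouse 60 was not plotted for *Fgf1* (-1.82) or *Ang1* (-1.33), mouse 2317 for *Ang1* (-1.56), or mouse 2351 for *Ctgf* (2.32). In P, mouse 437 was not plotted for *Fgf1* (0.26) or *Ang1* (0.59), and mouse 2356, plotted at 1 week, had 6 week values of -2.35 for *Vegfa*, -2.47 for *Fgf1*, -0.86 for *Ctgf*, -2.68 for *Ang1* and -1.62 for *Pdgfa*. Over all mice, the exact test called 3 of the 5 genes. *Vegfa* was -0.37 ± 1.03 (SD, n = 7) in P+eMSC and -3.09 ± 3.09 (SD, n = 8) in P, a shift of 1.92 (exact p = 0.0205, adjusted p = 0.158), with mouse 52 of the P group apart from the others at -10.15. *Ctgf* was 0.28 ± 1.12 (SD, n = 7) in P+eMSC and -1.12 ± 0.85 (SD, n = 7) in P, a shift of 1.27 (exact p = 0.0262, adjusted p = 0.177). *Pdgfa* was -0.21 ± 0.86 (SD, n = 7) in P+eMSC and -1.46 ± 0.85 (SD, n = 7) in P, a shift of 1.17 (exact p = 0.0175, adjusted p = 0.158). The shift was 1.39 for *Fgf1* (exact p = 0.0728) and 1.48 for *Ang1* (exact p = 0.0973). Adjusted over these 5 genes alone, which the paper chose from the same data, 3 had a p below 0.05, and 0 over the 54 genes. *Ctgf* was thus called over all mice and not over the plotted mice, and *Fgf1* and *Ang1* the other way round. With the panel median in place of 18S none of the genes of Fig. 5 was called, and the shift was -0.25 for *Pdgfa* and between 0.031 (*Ctgf*) and 0.47 (*Vegfa*) for the other 4.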

Of these, *Serpine* and *Fgf1* were also significantly higher in the presence of eMSC acutely at 1 week (**Figure 5B**), suggesting their role in a sustained angiogenic response. 

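*Fgf1* at 1 week had a shift of 1.19 over the 7 P and 6 P+eMSC mice matched to points of Fig. 5B (exact p = 0.0734), with mouse 2356 (-1.68) among the P mice. Mouse 78 (-2.76) of the P+eMSC group was not plotted, and 1 plotted P+eMSC point matched no mouse. Over all mice labelled 1 week, it was -0.49 ± 1.53 (SD, n = 7) in P+eMSC and -1.22 ± 0.78 (SD, n = 6) in P, a shift of 0.67 (exact p = 0.295), which was smaller than the SD of either group. The direction held with the panel median as the reference (0.83).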

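*Cxcl12* at 6 weeks had a shift of 1.98 over the 7 P and 7 P+eMSC mice plotted in Fig. 5A (exact p = 0.0379), which leave out only mouse 2356 (0.14), plotted at 1 week. Over all mice labelled 6 weeks, it was 0.20 ± 1.36 (SD, n = 7) in P+eMSC and -2.44 ± 3.84 (SD, n = 8) in P, a shift of 1.71 (exact p = 0.0541, adjusted p = 0.209), with mouse 52 of the P group far from the others at -11.64. On the panel median as the reference it was 0.25 (exact p = 0.613). At 1 week, the shift was -0.42 over the plotted mice, which included mouse 2356 (0.73; exact p = 0.805), -0.0064 over the mice labelled 1 week (exact p = 1) and 0.13 with the panel median. The difference between the 2 time points, tested as the interaction of eMSC and week with limma, was 2.56 (standard error 1.76, adjusted p = 0.541).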

Expression of *Cxcl12*, a chemokine that plays a crucial role in angiogenesis by recruitment of endothelial progenitor cells (Li et al., 2015), was also significantly higher (P < 0.05) in the presence of eMSCs at 6 weeks (**Figure 5A**), however not at 1 week (**Figure 5B**), indicating involvement in late angiogenic responses. Our results indicate that, in comparison to P alone (**Figure 6A**), implantation of eMSC with P nanomesh promotes early angiogenesis and neovascularization as evidenced by H&E staining (**Figure 6B**) whereby several blood vessel profiles are located inside the mesh (black arrows, **Figure 6C**) as well as within a close proximity (10–200µm) of the mesh implant (black arrows, **Figure 6D**).

**Figure 5:**
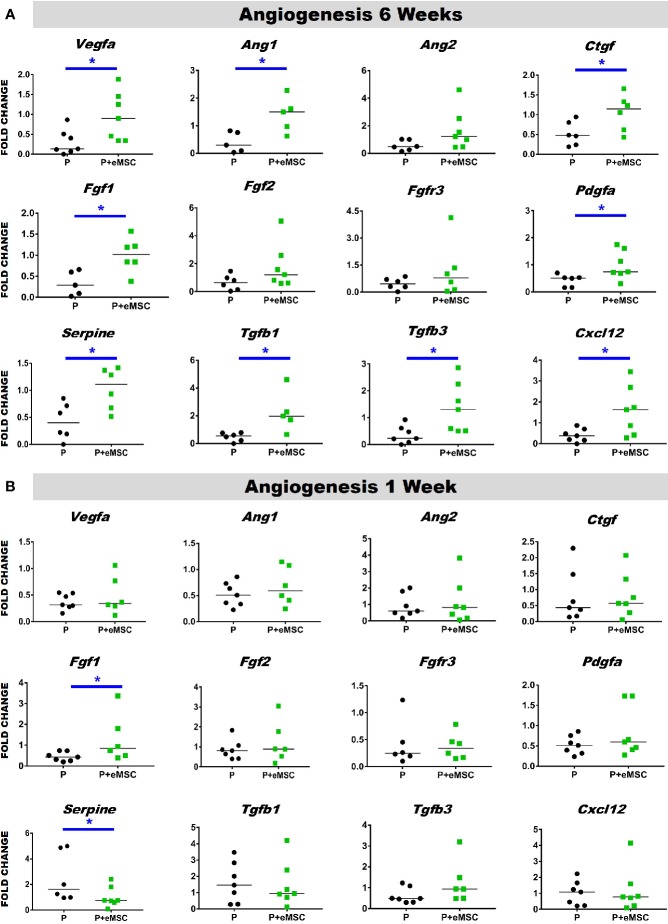
Angiogenesis gene expression of P and P+eMSCs nanomesh explants. Fold change in mRNA expression of mouse angiogenic genes by quantitative PCR in explanted mice tissues after **(A)** 6 weeks and **(B)** 1 week consisting of P nanomesh, with and without endometrial mesenchymal stem/stromal cells (eMSCs). Data are median of n=5-7 samples/group analyzed by Mann-Whitney U test; *P < 0.05.

**Figure 6:**
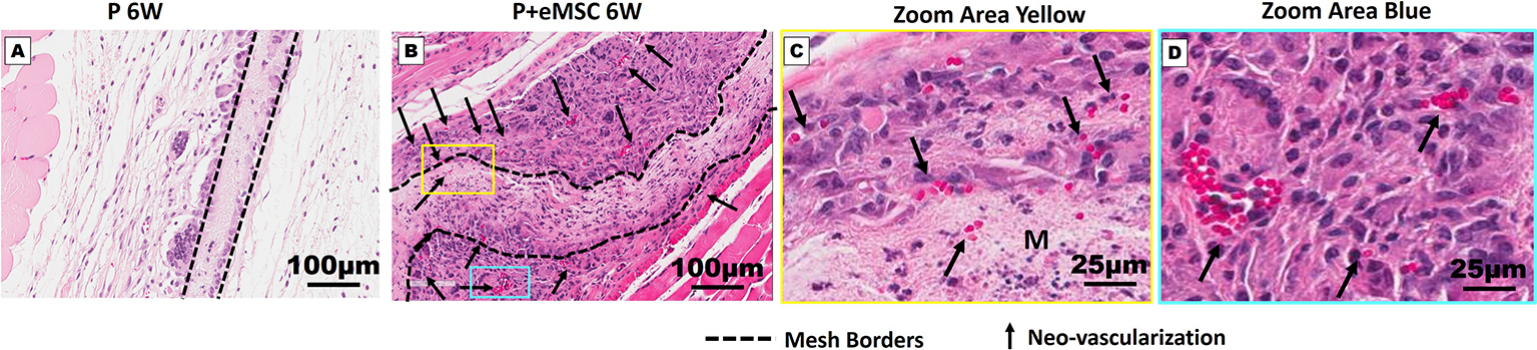
Neo-vascularization in Nanomesh explants after 6 weeks. H&E stained section showing mesh implants of **(A)** P and **(B)** P+eMSC at 6 week (dotted line). **(C)** Neo-vascularization (black arrows) around P+eMSC is seen at optical zoom within the yellow box area showing neo-vascular structures (black arrows) inside the mesh area (M) and **(D)** blue box area showing neo-vascular structures (black arrows) around the mesh area.

### eMSC Reduces the Pro-Inflammatory Response After Nanomesh Implantation

Immediately following mesh implantation, the immune system is triggered and an influx of white blood cells at the site marks the beginning of the FBR acute phase, which is characterized by several inflammatory cytokines. Several factors including components of the implants, determine the severity of this acute phase and the milieu of pro-inflammatory factors. Our analysis of pro-inflammatory factor genes showed that eMSC dampen and delay the expression of several acute pro-inflammatory genes in response to implanted P nanomesh (**Figures 7** and **8**). eMSC attenuated the inflammatory response associated with nanomesh at 1 week by significantly downregulating (P < 0.05) the expression of *Il1b*, *Tnfa*, *Ccl2*, *Ccl3*, *Ccl4*, *Ccl5*, *Ccl7*, *Ccl12*, *Ccl19*, *Cxcl1, Cxcl2, Cxcl10, Ccr1*, and *Ccr7* compared to P alone (**Figure 7**). In contrast to upregulating ECM and angiogenesis genes, we observed that all of these acute inflammatory genes were no longer upregulated at 6 weeks (**Figure 8**). However, the later phase inflammatory genes *Nos2*, *Ccl11*, *Ccxl9*, *Cxcl12*, and *Ccr2* which is the receptor for *Ccl11*, in P+eMSC were significantly upregulated (P < 0.05) compared to P alone. 

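*Ccl19* was not analysed here. For the other 13 genes, the shift between P+eMSC and P over the mice plotted in Fig. 7 (5 to 7 per group) lay between -3.89 (*Cxcl2*) and -2.09 (*Cxcl1*). The exact Mann-Whitney U test called 12 of them, with p-values from 0.00866 (*Ccr1*) upwards, and *Ccl4* had an exact p of 0.0556. The plotted P mice included mouse 2356, labelled 6 weeks, whose values against the 1 week sham controls lay between 2.22 (*Tnfa*) and 5.21 (*Il1b*). Mouse 2355 of the P group was not plotted for 12 of the genes (-1.001 for *Il1b*, -4.84 for *Tnfa*, -1.93 for *Ccl2*, -2.42 for *Ccl3*, -4.10 for *Ccl4*, -3.20 for *Ccl5*, -1.05 for *Ccl7*, -1.01 for *Ccl12*, -2.18 for *Cxcl2*, -2.53 for *Cxcl10*, -1.40 for *Ccr1* and -1.62 for *Ccr7*). Mouse 133 of that group was absent for 6 genes (-1.22 for *Ccl5*, -0.87 for *Ccl7*, -0.73 for *Ccl12*, -1.92 for *Cxcl10*, -1.33 for *Ccr1* and -2.10 for *Ccr7*) and mouse 2308 for 3 (7.01 for *Ccl3*, 7.31 for *Ccl4* and 9.06 for *Cxcl2*). In the P+eMSC group, mouse 10 was not plotted for 11 genes (5.68 for *Il1b*, 2.91 for *Tnfa*, 3.18 for *Ccl2*, 6.36 for *Ccl3*, 6.72 for *Ccl4*, 3.50 for *Ccl5*, 2.51 for *Cxcl1*, 8.13 for *Cxcl2*, 3.98 for *Cxcl10*, 2.77 for *Ccr1* and 4.51 for *Ccr7*), and its *Ccl4* value stood far above those of the other P+eMSC mice. Over all mice labelled 1 week, the 13 shifts lay between -2.75 (*Cxcl2*) and -0.21 (*Ccr7*), all below 0, and 0 genes were called or had a p below 0.05. The smallest exact p was 0.101 for *Cxcl1* (adjusted p = 0.981 over the 54 genes and 0.680 over these 13), which was -0.77 ± 2.50 (SD, n = 7) in P+eMSC and 1.28 ± 1.61 (SD, n = 6) in P, a shift of -1.74. *Ccl2* was 0.067 ± 1.84 (SD, n = 7) in P+eMSC and 1.74 ± 2.57 (SD, n = 6) in P, a shift of -1.99 (exact p = 0.234), and *Il1b* was 0.84 ± 2.58 (SD, n = 6) in P+eMSC and 2.11 ± 2.49 (SD, n = 6) in P, a shift of -1.36 (exact p = 0.310). *Tnfa* was -0.44 ± 1.74 (SD, n = 7) in P+eMSC and 0.30 ± 2.95 (SD, n = 6) in P, a shift of -1.64 (exact p = 0.534). Its values carry an offset of -0.70 from the sham level, so the negative P+eMSC mean does not place it below sham. None of these 4 shifts exceeded the larger SD of its 2 groups. The 13 shifts stayed below 0 with the panel median as the reference (-3.47 to -0.66), which called 4 genes, *Ccl2* (exact p = 0.0221), *Ccl7* (exact p = 0.0513), *Cxcl1* (exact p = 0.0140) and *Ccr1* (exact p = 0.0513). With every deposited fold change left as it stands, the shifts of *Ccl2* and *Ccl12* were 1.99 and 1.21. From the lower expression that it reports for these genes, the paper concludes that eMSC attenuated the acute inflammatory response to the nanomesh.

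**Figure D3:**
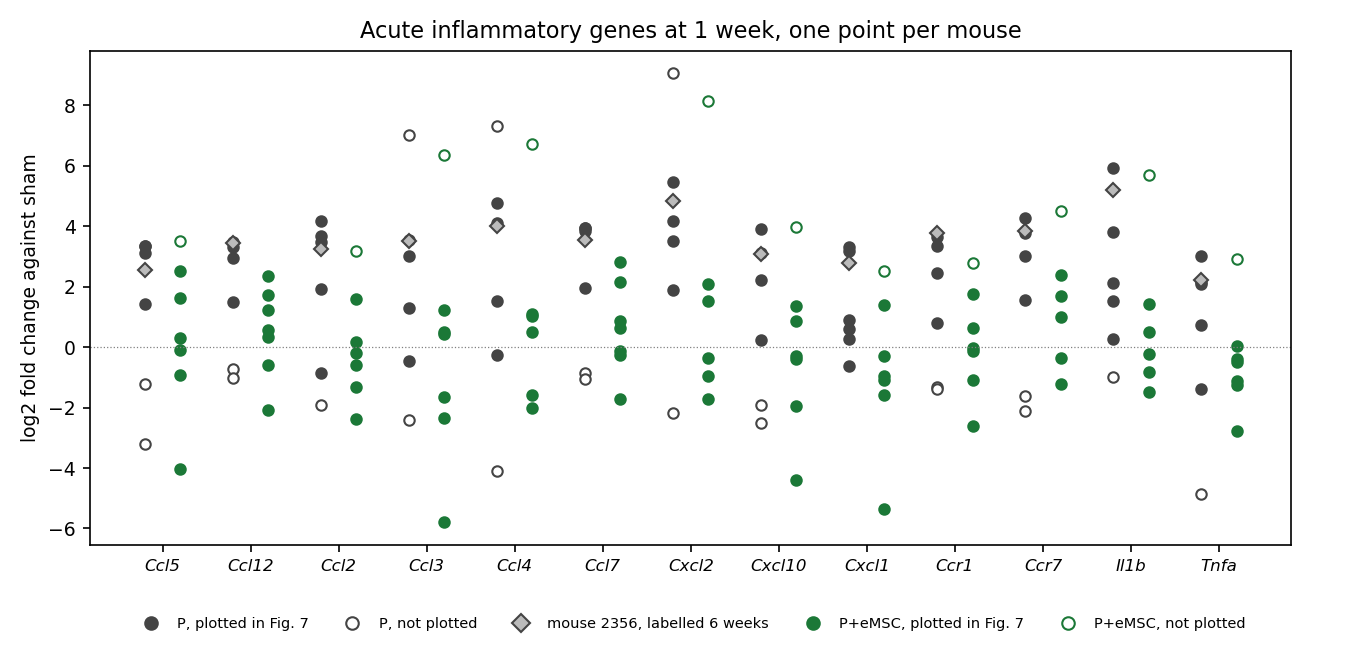
Log2 fold change against sham of the 13 acute inflammatory genes at 1 week, 1 point per mouse for P (black) and P+eMSC (green). The *Tnfa* values carry an offset of -0.70 from the sham level. Open points are mice not plotted in Fig. 7, and grey diamonds are mouse 2356. Mouse 10 of the P+eMSC group, open in 11 genes, lies between 2.51 and 8.13, and mouse 2355 of the P group, open in 12, between -4.84 and -1.001.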

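For these 13 genes at 6 weeks, the exact test called 0 between P+eMSC and P over the mice plotted in Fig. 8 (exact p from 0.0931 to 0.931), *Ccl5* being called under 1 reading of its panel. The absent P+eMSC mouse of that panel was mouse 60 (-0.57), 2210 (-2.77) or 2399 (0.024), and the exact p ranged from 0.0411 to 0.0931. Not plotted were mouse 2307 of the P group for 9 genes (5.23 for *Il1b*, 2.50 for *Ccl2*, 4.48 for *Ccl3*, 2.96 for *Ccl5*, 2.10 for *Ccl7*, 2.29 for *Cxcl1*, 5.77 for *Cxcl2*, 2.87 for *Ccr1* and 2.94 for *Ccr7*) and mouse 2317 of the P+eMSC group for 9 (7.15 for *Il1b*, 4.49 for *Tnfa*, 6.46 for *Ccl3*, 6.80 for *Ccl4*, 3.85 for *Ccl7*, 3.07 for *Ccl12*, 4.04 for *Cxcl1*, 7.10 for *Cxcl2* and 4.34 for *Cxcl10*). Mouse 2400 of the P+eMSC group was absent for *Ccl3* (4.51) and *Ccl4* (3.61) and mouse 60 for *Ccr1* (-3.14), and mouse 2356, plotted at 1 week, had 6 week values of 6.07 for *Il1b*, 3.51 for *Tnfa*, 3.08 for *Ccl2*, 3.49 for *Ccl3*, 4.51 for *Ccl4*, 2.62 for *Ccl5*, 3.18 for *Ccl7*, 2.76 for *Ccl12*, 2.98 for *Cxcl1*, 5.34 for *Cxcl2*, 1.70 for *Cxcl10*, 3.34 for *Ccr1* and 4.04 for *Ccr7*. Over all mice, the shifts lay between -1.13 (*Cxcl2*) and 1.95 (*Ccl5*), 8 above 0 and 5 below, with exact p-values from 0.232 to 1. *Ccl2* (0.64) and *Ccr1* (1.56) were above 0 over the plotted mice and below 0 over all mice. All 13 lay below 0 with the panel median, from -2.44 (*Il1b*) to -0.34 (*Ccl5*), and *Ccl2* was called (exact p = 0.0379). Compared with the sham controls of the same week, 0 of the 13 genes were called higher in P or in P+eMSC at 6 weeks, and 0 at 1 week. At 1 week the shift from sham lay between 0.88 and 4.36 in P (exact p from 0.138 to 0.628) and between -0.062 and 1.86 in P+eMSC (exact p from 0.259 to 1). At 6 weeks it lay between -1.83 and 2.61 in P (exact p from 0.0931 to 1) and between -0.44 and 2.12 in P+eMSC (exact p from 0.0649 to 1). Relative to the panel median, 4 of the genes were called above sham in P at each week and 0 in P+eMSC. At 6 weeks the panel mean lay below sham in P (group median -0.94) and above it in P+eMSC (0.73). This reference therefore raises P and lowers P+eMSC against sham, and the 6 week calls cannot be told apart from that. At 1 week the panel medians were 0.25 and -0.41, which works the other way.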

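Over the mice plotted in Fig. 8, the shifts were 1.23 for *Nos2*, 1.88 for *Ccl11*, 4.08 for *Cxcl9* and 2.94 for *Ccr2*, with exact p-values of 0.0734, 0.0379, 0.00505 and 0.0221. Mouse 437 of the P group was not plotted for *Cxcl9* (1.14), and either mouse 60 (-2.54) or mouse 2210 (-2.72) of the P+eMSC group was absent for *Ccr2*. Mouse 2356, plotted at 1 week, had 6 week values of 2.52 for *Nos2*, -1.01 for *Ccl11*, -0.77 for *Cxcl9* and 2.90 for *Ccr2*. Over all mice, *Cxcl9* was 1.33 ± 2.31 (SD, n = 7) in P+eMSC and -1.87 ± 1.92 (SD, n = 7) in P, a shift of 3.44 (exact p = 0.0111, adjusted p = 0.158), and *Ccl11* was 0.081 ± 1.38 (SD, n = 7) in P+eMSC and -2.38 ± 2.62 (SD, n = 8) in P, a shift of 1.73 (exact p = 0.0401, adjusted p = 0.209), where mouse 52 of the P group stood apart at -8.46. The shift was 1.13 for *Nos2* (exact p = 0.259) and 1.94 for *Ccr2* (exact p = 0.189), neither of them called. With the mice permuted only within the animal number series (below 1000 or above 2000), which were divided unevenly between the groups, *Ccl11* was no longer called (permutation p = 0.0808) and *Cxcl9* was (permutation p = 0.0202). Over these 4 genes alone, which the paper chose from the same data, 1 had an adjusted p below 0.05. With the panel median in place of 18S, *Cxcl9* stayed called (1.73, exact p = 0.0379), *Ccl11* was at 0.045, and *Nos2* (-0.24) and *Ccr2* (-0.17) fell below 0. The deposited fold changes of *Ccl11*, reciprocal to those calculated from Ct, gave a shift of -1.71 (exact p = 0.0541).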

Our results show that eMSC seeded P nanomesh significantly and rapidly reduces the acute inflammatory response associated *in vivo* biomaterial implantation and therefore is likely to influence the entire subsequent FBR process. Some chemokines are upregulated in P+eMSCs at 6 weeks, associated with inflammatory cell recruitment functions such as *Cxcl12*.

**Figure 7:**
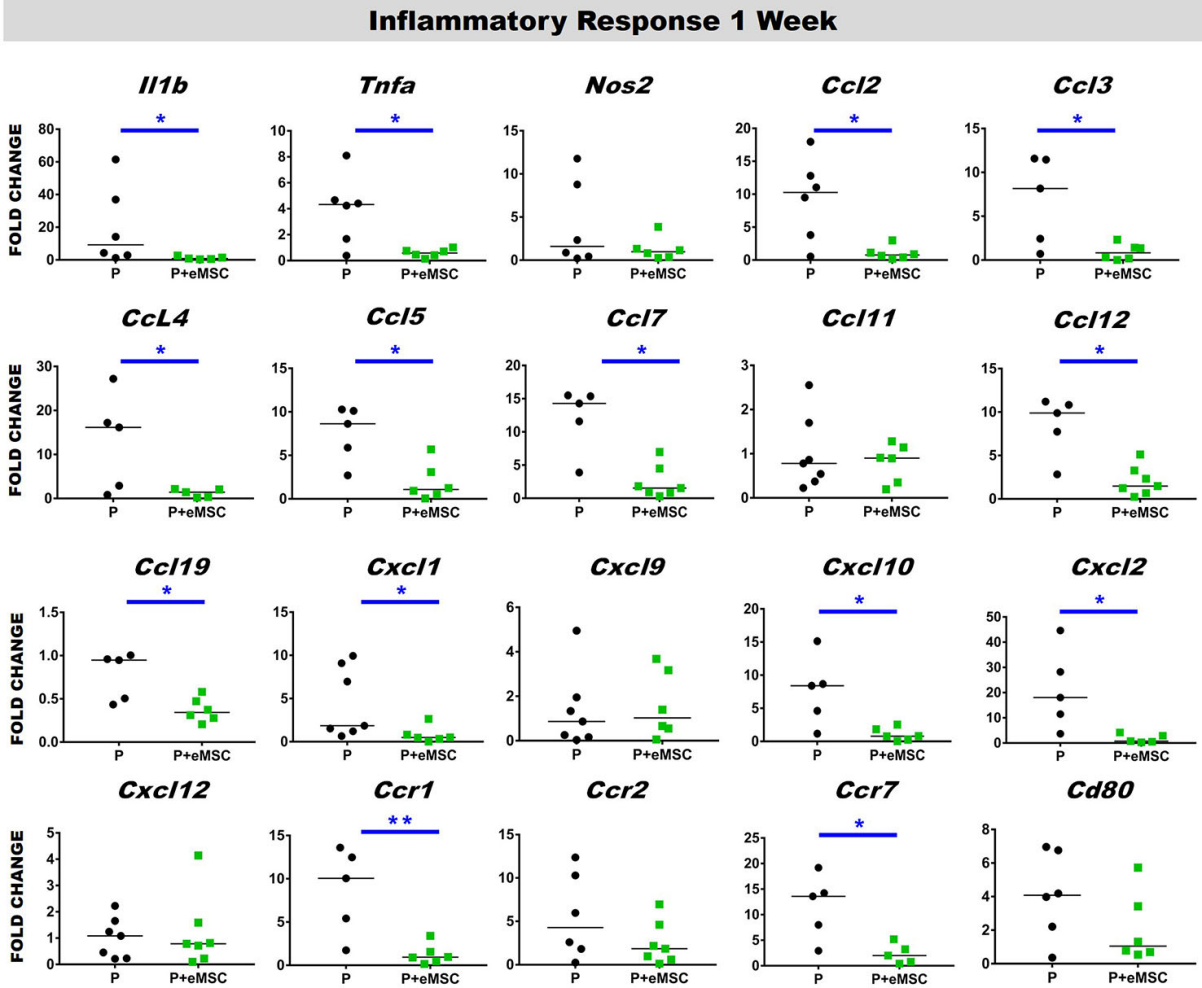
Acute Inflammatory gene expression after 1 week implantation of P and P+eMSC. Fold change in mRNA expression of mouse inflammatory genes by quantitative PCR in explanted mice tissues consisting of P nanomesh, with and without endometrial mesenchymal stem/stromal cells (eMSCs) after 1 week. Data are median of n=5-7 samples/group analyzed by Mann-Whitney U test; *P < 0.05 and **P < 0.01.

**Figure 8:**
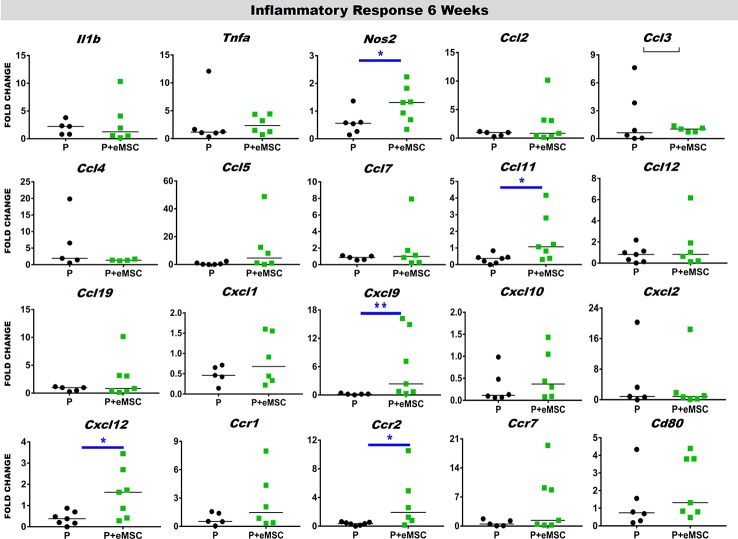
Inflammatory gene expression after 6 week implantation. Fold change in mRNA expression of mouse inflammatory genes by quantitative PCR in explanted mice tissues consisting of P nanomesh, with and without endometrial mesenchymal stem/stromal cells (eMSCs) after 6 weeks. Data are median of n=5-7 samples/group analyzed by Mann-Whitney U test; *P < 0.05 and **P < 0.01.

### eMSCs Promotes an Anti-Inflammatory Response Following *In Vivo* Implantation at 6 Weeks

Macrophages release of cytokines and growth factors induce migration and proliferation of fibroblasts, that in an anti-inflammatory environment effectively regenerate tissue (Koh and Dipietro, 2011). Accumulating evidence indicates that macrophages orchestrate the tissue response and healing process after biomaterial implantation and that macrophage polarization determines the outcome of the immune response (Ulrich et al., 2012; Roman Regueros et al., 2014; Feola et al., 2015; Darzi et al., 2016a). Herein, we observed a significantly higher (P < 0.05) expression of anti-inflammatory genes including *Arg1, Mrc1, Il6*, and *Il4ra* in P+eMSCs over P alone at 6 weeks (**Figure 9A**). 

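The mice plotted in Fig. 9A gave shifts of 4.05 for *Arg1*, 2.19 for *Mrc1*, 1.66 for *Il6* and 1.61 for *Il4ra*, with exact p-values of 0.00433, 0.0350, 0.0556 and 0.0260; for *Il6* the plotted values, and those of the mice not plotted, were the deposited ones. In P+eMSC, mouse 2210 was not plotted for *Arg1* (-7.17) or *Il4ra* (-1.67), and mice 2399 (-1.22) and 2317 (-1.96) were absent for *Il6*. In P, mouse 437 was absent for *Arg1* (2.09) and *Mrc1* (-0.026), mouse 2267 for *Il6* (0.38), and either mouse 437 (-0.28) or mouse 2267 (-0.33) for *Il4ra*. Mouse 2356, plotted at 1 week, had 6 week values of 3.20 for *Arg1*, 0.51 for *Mrc1*, 1.91 for *Il6* and 1.27 for *Il4ra*. Over all mice, none of the 4 was called, and 0 had a p below 0.05. *Arg1* was 0.77 ± 3.75 (SD, n = 7) in P+eMSC and -0.93 ± 2.88 (SD, n = 8) in P, a shift of 2.26 (exact p = 0.152), and *Mrc1* was -0.13 ± 1.85 (SD, n = 7) in P+eMSC and -2.32 ± 3.49 (SD, n = 8) in P, a shift of 1.35 (exact p = 0.121). *Il4ra* was 0.16 ± 1.43 (SD, n = 7) in P+eMSC and -1.75 ± 3.16 (SD, n = 8) in P, a shift of 1.04 (exact p = 0.232). Mouse 2210 stood apart from the other P+eMSC mice for *Arg1*, and mouse 52 from the other P mice for *Mrc1* (-10.32) and *Il4ra* (-9.01). *Il6*, calculated from Ct, was 0.041 ± 1.41 (SD, n = 7) in P+eMSC and -0.59 ± 1.61 (SD, n = 7) in P, a shift of 0.78 (exact p = 0.456), and its deposited fold changes gave 0.61 (exact p = 0.535). The 4 shifts were above 0 with 18S over both sets of mice and between -0.68 (*Il6*) and -0.10 (*Arg1*) with the panel median as the reference, the alternative that moved them most.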

While Il4ra is commonly associated with inflammation, recent evidence has shown it plays a role in M2 polarization by upregulating Il-6, another pro-inflammatory cytokine associated with tissue regeneration. Moreover, its ligand, Il-4 is commonly used to polarize M2 macrophages *in vitro* and is associated with wound repair. In contrast, *Arg1* was upregulated in the presence of P of eMSCs at 1 week (**Figure 9B**) which marks the acute phase of the FBR.

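*Arg1* at 1 week had a shift of -3.43 over the 6 P and 5 P+eMSC mice plotted in Fig. 9B (exact p = 0.0303), that is lower in P+eMSC than in P. Mice 2358 (3.61) and 10 (3.18) of the P+eMSC group were not plotted, nor was either mouse 133 (-2.70) or mouse 2355 (-2.43) of the P group, and mouse 2356 (2.27) was plotted. Over all mice labelled 1 week, it was -0.93 ± 3.49 (SD, n = 7) in P+eMSC and 0.32 ± 2.49 (SD, n = 6) in P, a shift of -1.41 (exact p = 0.731), smaller than the SD of either group. The shift was -0.80 with the panel median in place of 18S (exact p = 0.445). The interaction of eMSC and week for *Arg1*, tested with limma, was 2.96 (standard error 2.22, adjusted p = 0.541).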

**Figure 9:**
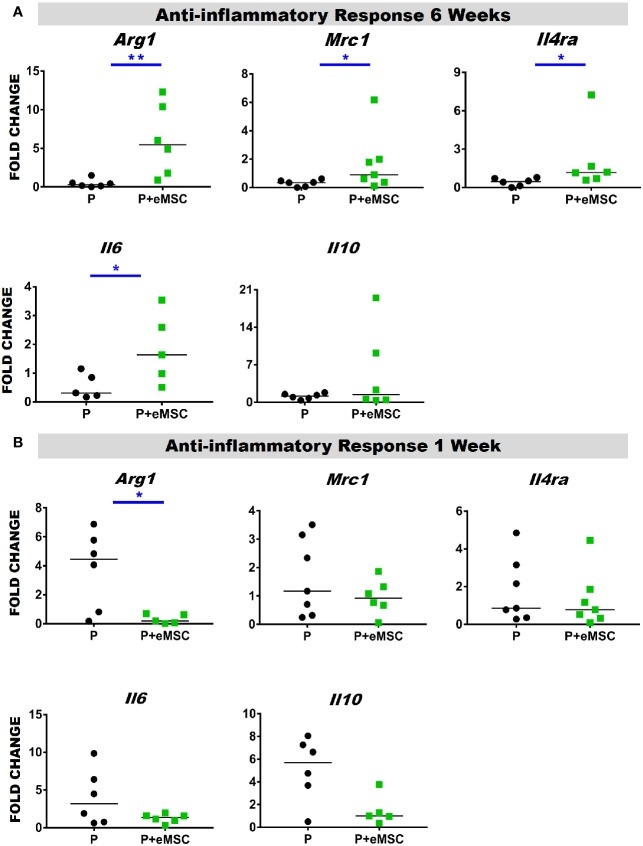
Anti-inflammatory gene expression of P and P+eMSCs nanomesh explants. Fold change in mRNA expression of mouse inflammatory genes by quantitative PCR in explanted mice tissues consisting of P nanomesh, with and without endometrial mesenchymal stem/stromal cells (eMSCs) after **(A)** 6 weeks and **(B)** 1 week. Data are median of n=5-7 samples/group analyzed by Mann-Whitney U test; *P < 0.05 and **P < 0.01.

### Biomaterial-Induced Multinucleated Giant Cells With M2 Phenotype

We found multinucleated foreign body giant cells (FBGC) associated with both P+eMSCs and P at 6 weeks but not at 1 week (**Figure 10**) by H&E stains, which showed fusion of macrophages mostly at the edges of the mesh (**Figure 10A**, black arrows). Our results show that the in the presence of eMSCs, the number of FBGCs were increased and smaller in size with fewer nuclei per FBGC. Immunohistological characterization revealed that these FBGCs expressed CD206, (**Figure 10B**, black arrows) a marker usually associated with M2 macrophages as shown within the mesh at 1 week in P+eMSC. These CD206 FBGCs were found both at the mesh edges and in the surrounding tissues. In P+eMSC, the intensity of CD206 in FBGC and other cells was greater, with respect to negative control (**Figure S2**) and localised to the plasma membrane compared to P alone at both time points. Although FBGC have been viewed in a negative light in FBR process, the knowledge of their role and functions remain elusive. Our study shows that these cells express CD206, a M2 marker and are present while there is a high expression of angiogenic, ECM synthesis, cell adhesion and anti-inflammatory genes in P+eMSCs at 6 weeks.

**Figure 10:**
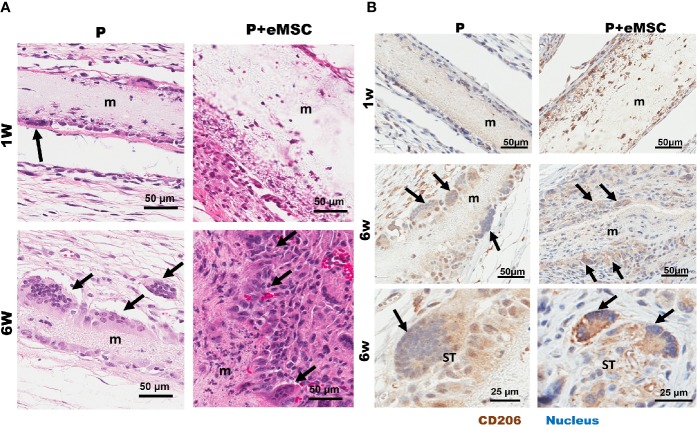
Characterization of Biomaterial-induced Multinucleated Foreign body Giant Cells (FBGC). **(A)** H&E staining of mice tissue sections comprising P nanomesh implants (m) with and without endometrial mesenchymal stem/stromal cell (eMSCs), in the subcutaneous flank between the abdominal wall and skin showing fusion of macrophages into multinucleated FBGC after 1 week and 6 weeks. **(B)** Multinucleated (blue stain) FBGCs (black arrows) show M2 type phenotype as characterized by CD206 (brown) immunostaining and are present along the mesh edges (m) and in the surrounding tissues (ST).

## Discussion

In this study, we report the difference in the profile of the FBR response, with focus on ECM, angiogenesis and inflammatory responses to degradable nanofiber meshes of PLCL (P) in the absence and presence of eMSCs. The main findings of our study are that MSCs promote better tissue integration of nanomesh through inducing increased expression of ECM, cell adhesion, angiogenesis and healing gene profiles 6 weeks following implantation, while dampening the pro-inflammatory response in the acute FBR phase at the first week. Given that the current failed vaginal meshes are associated with inadequate tissue integration and elevated chronic inflammatory FBR years after implantation (Nolfi et al., 2016), the use of eMSCs to reduce the pro-inflammatory response and promote early mesh integration and improve tissue repair is an important advance in improving outcomes for treating POP.

Our fabricated nanostructured porous P nanomeshes with a fiber diameter 585 nm (Mukherjee et al., 2019b) and a scaffold depth of ~406 nm have emerged as an attractive and potential alternative to nondegradable meshes owing to their biomimetic properties (Vashaghian et al., 2017; Gargett et al., 2019). Previously, we have shown that meshes with nano and micro architecture interact favorably with eMSC and promote their growth and proliferation (Mukherjee et al., 2019b; Paul et al., 2019). In the present study, our results show that the P nanomesh closely mimics the vaginal ECM architecture. Moreover, the bioengineering of nanomesh with eMSCs triggers a distinctly more favorable immune and tissue response *in vivo* compared to nanomesh alone. From a clinical perspective, in targeting POP treatment, these are highly desirable features as nanostructured meshes recapitulate structural cues for cell adhesion and prolonged retention of large numbers of MSCs after local delivery even after 6 weeks (**Figure S3**).

Following implantation of a biomaterial construct *in vivo*, a macrophage-mediated FBR is triggered whereby several molecular mechanisms are activated at each step of the process (Anderson et al., 2008; Skokos et al., 2011; Mooney et al., 2014; Mukherjee et al., 2019a). Accumulating evidence from our and other groups indicate that macrophages orchestrate the tissue response and healing process after biomaterial implantation and that macrophage polarization determines the outcome of the immune response (Ulrich et al., 2012; Roman Regueros et al., 2014; Feola et al., 2015; Darzi et al., 2016a; Paul et al., 2019). Our results show that eMSC-based nanomesh implants corroborate known M2 macrophage effects after 6 weeks implantation in mice by increased expression of *Il10 and Tgfb* genes which induced the M2 phenotypic genes *Arg1* and *Mrc1* on the accumulating macrophages. eMSCs also induced upregulation of angiogenic genes *Tgfbr, Vegfa, Ang1*, and *Pdgfa* promoting neovascularisation around the meshes and the chemotactic and recruitment genes *Cxcl12, Ccr2*, and *Ccl11* to promote the initial macrophage accumulation around the implanted mesh. Therefore, it is clear that eMSCs have a direct impact on the host macrophages by polarizing them to an M2 phenotype and proactively modulating their response to the implanted biomaterial *in vivo* that promotes nanomesh integration.

Once macrophages are recruited to the implant surface, they begin to accumulate and release chemo-attractive signals such as TNF-α, IL-1β, IL-6, and CCL2 that further enhances macrophage assembly at the interface (Anderson et al., 2008; Van Linthout et al., 2014; Kyriakides, 2015). Our results show that a number of chemotactic genes (*Ccr2, Ccl11, Cxcl9*, and *Cxcl12*) are upregulated in the eMSC-containing constructs and their reduction over time correlates with the progression of the FBR in a modulated manner at the surface tissue interface. This is evident from significantly elevated expression of cell adhesion genes *Itgb1*, *Cdh1*, *Cdh2*, *Vcam1*, and *Cd44*. The JAK/STAT signalling pathway is activated in the FBR when IL-4 binds to its receptor on macrophages, inducing the phosphorylation of STAT6 which translocates to the nucleus and upregulates the expression of E- cadherin or N-cadherin and β-catenin (Moreno et al., 2007). Upregulation of this adhesion molecule enhances cell-cell interactions, induces the fusion of macrophages (Mcnally et al., 1996; Van Linthout et al., 2014) and modulates the M2 response, mainly *in vitro* (Van Den Bossche et al., 2015). After macrophages are bound *via* their integrin receptors, downstream signal transduction can affect cytoskeletal rearrangement and formation of more adhesion structures allowing macrophages to spread over the biomaterial surface as we observed in this study. This spreading is facilitated by specialized macrophage podosomes consist of actin filaments that are associated with both initial macrophage adhesion and subsequent macrophage fusion to form FBGCs (Kyriakides, 2015; Chung et al., 2017). Our results indicate that eMSCs modulated several cell adhesion genes to promote a coordinated interaction with the biomaterial and promote graft tissue integration, albeit at a later time point. Such a response is critical to favorable long-term outcomes after mesh implant-based POP reconstructive surgery.

Nanomeshes themselves may not have the mechanical properties to alleviate POP symptoms and therefore, we envision they augment native tissue repair surgery. However, over time, the bioengineered nanomeshes can stimulate the body to produce ECM which will not only drive tissue integration but also provide sufficient mechanical strength to the vaginal wall to prevent further herniation of pelvic organs into the vagina in POP following surgery. Herein, we observe that eMSC promoted a synergistic action between expression of matrix formation genes such as *Col1a1*, *Col3a1*, *Col6a1*, *Col6a2*, and other genes associated with fibroblast activity such as *Tgfb* as well as the ECM regulation genes, *Mmps* and *Timps* after 6 weeks of nanomesh implantation. In general, fibroblasts are the cells responsible for maintaining ECM homeostasis (Kastellorizios et al., 2015) by producing and remodelling ECM, mediated by tightly regulated and opposing activities of *Mmps* and *Timps*. Given the balanced expression of ECM forming and regulating genes, eMSCs promote recruitment of fibroblasts (**Figure S4**) to maintain this homeostatic balance in the tissue environment. Fibroblasts are chemotactically attracted to the site of injury such as *Cxcl12*, where they are induced to proliferate and secrete ECM in a process referred to as fibroplasia (Kendall and Feghali-Bostwick, 2014). Indeed, several ECM genes are upregulated in presence of eMSCs. Therefore, it is likely that fibroblasts participate in the later stages of inflammation by responding to Tgfb1, Il1b and Il6, proteins which increase matrix production, in addition to lipids such as prostaglandins and leukotrienes (Kendall and Feghali-Bostwick, 2014; Jones, 2015). Fibroblasts can also produce TGFβ1, IL-1β, IL-33, CXC and CC-chemokines, and ROS, which serve to recruit and activate macrophages (Kendall and Feghali-Bostwick, 2014; Jones, 2015). Our results indicate that eMSC influence gene expression of these factors released in repairing tissues such as *Tgfbs*, *Il1b*, and *Il6*. Several CXC and CC-chemokines impacting cellular recruitment and angiogenesis such as *Ccl2*, *Ccl3*, *Ccl4*, *Ccl5*, *Ccl12*, *Cxcl2*, *Cxcl3*, and *Cxcl10* were also upregulated by the presence of eMSCs highlights their influence on host fibroblast activity. MMP and TIMP are also produced by macrophage themselves that influence remodelling in the local environment.(Nakashima et al., 1998; Laquerriere et al., 2004). Macrophages themselves are known to release MMPs such as MMP1, 2, and 9 in proportions related to biomaterial debris around the bone prosthetic materials. Nonphagocytable particles showed more MMP-9 where as phagocytable debris were associated with larger amounts of Il-1β.(Laquerriere et al., 2004) Although most of these studies are performed around bone remodelling, they show that macrophage response to biomaterials may be driven by local environment conditions. While the formation of ECM is often associated with fibrosis and its deleterious effects of encapsulating mesh, we show a higher and balanced expression of MMPs and TIMPs together with increased *Tgfb*, a fibroblast stimulator. This finding indicates that ECM formation is highly regulated and that the presence of eMSC controls and minimizes fibrosis at 6 weeks and in turn stimulates *Tgfb1* expression. A balance between TGFβ and TIMP-1also aids nonfibrotic tissue repair (Jones, 2015). *Tgfb* also causes fibroblast deposition of ECM and secretion of many paracrine and autocrine growth factors, including CTGF (Leask et al., 2009) as confirmed by increased *Ctgf* gene expression in the presence of eMSCs. In humans, CTGF is involved in angiogenesis, cell migration, adhesion, proliferation, tissue wound repair, and ECM regulation and is induced by TGFβ and IL-1β (Kendall and Feghali-Bostwick, 2014; Jones, 2015). CTGF also binds to ECM proteins and growth factors including VEGF and TGFβ to maximally induce type I collagen synthesis, α-SMA and also increases *IL6* expression (Jun and Lau, 2011; Liu et al., 2012). Our gene expression results along with co-localization studies (**Figure S4**) suggest that the paracrine effects of eMSCs directly influence these molecular pathways to regulate, synthesise and maintain ECM, even within nanomeshes as seen in **Figure 2**.

Inflammatory factors and adhesion molecules such as ICAM and VCAM recruit monocytes, mast cells, and fibroblasts, all of which can produce proangiogenic factors, including VEGF and FGF through a cascade of cell and chemokine interactions (Mahdavian Delavary et al., 2011). Our results showed that eMSC increased *Vcam*, *Cxcl12*, and *Ccr2* suggesting that these in turn increased expression of the proangiogenic factors *Vegfa*, *Fgf1*, and *Ang1* to promote angiogenesis. VEGF-A directly stimulates endothelial cell proliferation by engaging with the VEGFR-2 to activate its tyrosine kinase domain and initiate the sprouting of new vessels from existing micro-vessels (Mahdavian Delavary et al., 2011). VEGF, likely produced by the recruited macrophages and fibroblasts, may also contribute to the angiogenic process by mobilizing endothelial progenitor cells and other myeloid cells to the site of angiogenesis (Antonella and Fabio, 2005). Overall, the neovascularisation of the nascent ECM is critical for ensuring viability of the new tissue surrounding the nanomesh. The upregulation of proangiogenic chemokine genes such as *Ccl11* and its receptor Ccr2, *Cxcl9*, and *Cxcl10* to some extent at 6 weeks after P implantation, suggest these are key players in initiating angiogenesis and fibroblast activity. In humans, CCL11 and well as CXCL10 are known to recruit eosinophils that subsequently induce a prolonged angiogenic effect (Van Linthout et al., 2014). This signifies that eMSC promote angiogenesis through paracrine effects even after mesh implantation. Our results also show eMSC increase *Pdgfr*, *Ang1*, and *Tgfb* expression, that are associated with pericytes to stabilize nascent endothelial cell tubes during angiogenesis (Antonella and Fabio, 2005). These results are highly encouraging given that blood vessels were found in close proximity to the P nanomesh, a highly desirable tissue engineering outcome (Shahabipour et al., 2019), and completely integrated with tissue by 6 weeks suggesting a highly influential role for eMSC in modulating the entire FBR process.

Our previous studies have shown that bioengineering of eMSCs indeed modulates the FBR process to both nondegradable (Ulrich et al., 2014; Darzi et al., 2018; Emmerson et al., 2019) and degradable nanomeshes (Mukherjee et al., 2019b; Paul et al., 2019) and can be detected *in vivo* even upto 6 weeks after implantation (**Figure S3**). Yet, we showed that eMSC facilitated M2 polarization of macrophages with immune-regulatory properties that dampen inflammation. In this cascade upregulation of cytokine and chemokine genes such as *Ccl7*, that also indirectly influence the adaptive Th2 immune system as they recruit other innate immune cells such as basophils and mast cells (Biswas and Mantovani, 2010). They also promote angiogenesis and wound healing *via* the production of PDGFA and VEGF (Antonella and Fabio, 2005; Martinez et al., 2006; Martinez et al., 2008) genes upregulated by the presence of eMSCs. Macrophages participate in a number of ways to regenerate tissue and heal wounds through a cascade of inflammatory responses, thereby contributing to tissue ECM formation. eMSCs promote *Mmp19 and Mmp2* that degrade the ECM (Jones, 2015; Mukherjee et al., 2019a) which releases growth factors and chemokines (Detry et al., 2012) respectively. The upregulation of MMP2 and MMP19, which are promoters of angiogenesis through release of ECM growth factors (Webb et al., 2017; Liu et al., 2018b) likely contributed to the angiogenesis observed in our study. While we note the increase in *IL-6* and *IL-4ra*, which are mostly associated with pro-inflammatory responses, they also have anti-inflammatory roles (Fuster and Walsh, 2014). A recent landmark study has shown that IL-6 primes macrophages for IL-4-dependent M2 polarization by inducing IL-4RA expression *via* STAT3-mediated activation of the IL4ra (Mauer et al., 2014). Thus, macrophages have different functions during the healing, macrophage process (Galdiero and Mantovani, 2015; Rőszer, 2015). This is clearly seen in our results, where eMSCs increased the expression of genes associated with the M2 macrophage phenotype and the healing response.

The presence of FBGCs after biomaterial implantation is often viewed as a negative response and has been directly linked to FBR leading to material rejection. Recent accumulating evidence questioned the role of FBRCs in these deleterious effects. Both *in vitro* and *in vivo* studies have shown that FBGC exhibit different phenotypic profiles, in particular the expression of both pro and anti-inflammatory cytokines, depending on the physicochemical characteristics of the biomaterials (Ghanaati et al., 2010; Mcnally and Anderson, 2015). Herein, we showed FBGCs with an M2 phenotype with differences in their fusion pattern based on the cellular component (ie eMSC) of the bioengineered implant. Recent reports have indicated that FBGCs are a potent source of VEGF, promote mannose receptor mediated phagocytic processes and may be involved in the process of implant bed vascularization by stimulating angiogenesis (Mcnally and Anderson, 2011; Mcnally and Anderson, 2015; Barbeck et al., 2016). In agreement, we showed CD206 expressing FBGC in P+eMSC explants after 6 weeks, together with significant upregulation of several angiogenic genes and formation of neo-vessels. Moreover, several chemokines and cell adhesion genes which were down regulated at 1 week but upregulated at 6 weeks, may be involved in the recruitment and fusion of macrophages to form FBGC. MSC incorporated biomaterials modulate bone healing by formation of FBGC that ultimately lead to angiogenesis and long term stability of implants in humans.(Miron and Bosshardt, 2018) Given their capacity to promote both tissue inflammatory and/or tissue wound healing, the appropriate characterization of FBGCs is therefore critical. While, further studies are pivotal to establish their exact role and mechanisms of cell–cell communication, our study suggests that they may be closely associated with rapid establishment of homeostasis after implantation by aiding in key tissue repair processes.

Since the discovery of eMSCs, it has been applied to various areas of research including POP treatment (Gargett et al., 2016). Our research has shown that eMSCs can modulate FBR to various types of meshes, a phenomenon we suspected to be a paracrine effect(Gargett et al., 2019). Moreover, there is an urgent unmet health need and heavy drive in design of biomaterials that can be used for regenerative medicine, including POP treatment (Mukherjee et al., 2010; Gargett et al., 2019). These approaches include surface modifications and growth factor release from materials to modulate the FBR and repair process. This study provides an insight into the gene expression profile of host response that are modulated by eMSCs that is likely to aid researchers in the field of biomaterials and regenerative medicine with evidence and knowledge to better design constructs. Our results also help to understand FBR processes that are particularly impacted by eMSCs and will enable future studies in uncovering the exact mechanisms to hopefully overcome the current hurdles in clinical care.

## Conclusion

In summary, our study provides the first extensive profiling of gene expression following P nanomesh implantation and the impact of tissue engineering them with eMSCs. Our results show that eMSC, most likely through their paracrine effects, significantly modulate the elicited FBR. In particular, eMSCs induce upregulation of ECM, cell adhesion and angiogenic genes, most likely through the increased expression of several chemokines and cytokines at 6 weeks but not acutely at 1week. However, in the absence of eMSCs, the acute response is pro-inflammatory, while the presence of eMSCs leads to a M2 healing response after 6 weeks following P nanomesh implantation. Thus, the initial alterations to the FBR mediated by eMSCs show longer term favorable outcomes. The expression of these genes collectively leads to the formation newly synthesized ECM within the nanomeshes and neo-vasculature in close proximity. From a tissue engineering perspective, this is a hallmark of a highly successful implant and will likely overcome the current hurdles faced in POP treatment.

## Study Limitation

(1) This study used tissues that were close to the meshes implanted for the gene expression study. Although ideal, it was not feasible to extract the cells that infiltrated the mesh due to technical challenges. (2) This study was performed in a mice subcutaneous model rather than vaginal model owing to the small size of mouse vagina. Further studies in larger animal models are needed to fully understand the exact immunogenic properties of these constructs in the vaginal environment.

## Data Availability Statement

The data generated for this study can be found in GEO using accession number GSE141960.

## Ethics Statement

The studies involving human participants were reviewed and approved by Monash Health and Monash University Human Research Ethics committees (09270B). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Monash Medical Centre Animal Ethics Committee A (2017/05).

## Author Contributions

Study conception and design: SM, SD, JW, CG. Ethics and animal care: SM, SD, FC, KP, CG. Experiment design: SM, SD, FC. Perform experiment: SM, SD, KP. Statistical analysis: SM, SD, FC. Manuscript writing and editing: SM, SD, CG, JW.

## Funding

This work was financially supported by National Health and Medical Research Council (NHMRC) of Australia Project Grant (Grant No. 1081944 and 1159677) and Senior Research Fellowship (Grant No. 1042298 for CEG); Science and Industry Endowment Fund (John Stocker Fellowship Grant no. PF16-122 for SM); Rebecca L Cooper Medical Research Foundation (Grant no. 10770), Evans Foundation (formerly Youanmi Foundation); CSIRO, Clayton Australia and the Victorian Government's Operational Infrastructure Support Program.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

The handling editor declared a shared affiliation, though no other collaboration, with the authors SM, SD, FP, FC, JW, CG at time of review.

# Supplementary material for: Electrospun Nanofiber Meshes With Endometrial MSCs Modulate Foreign Body Response by Increased Angiogenesis, Matrix Synthesis, and Anti-Inflammatory Gene Expression in Mice: Implication in Pelvic Floor
**Source:** Front Pharmacol. 2020 Mar 24;11:353. doi: 10.3389/fphar.2020.00353
**Supplement:** Supplementary file 1

### SUPPLEMENTARY DATA

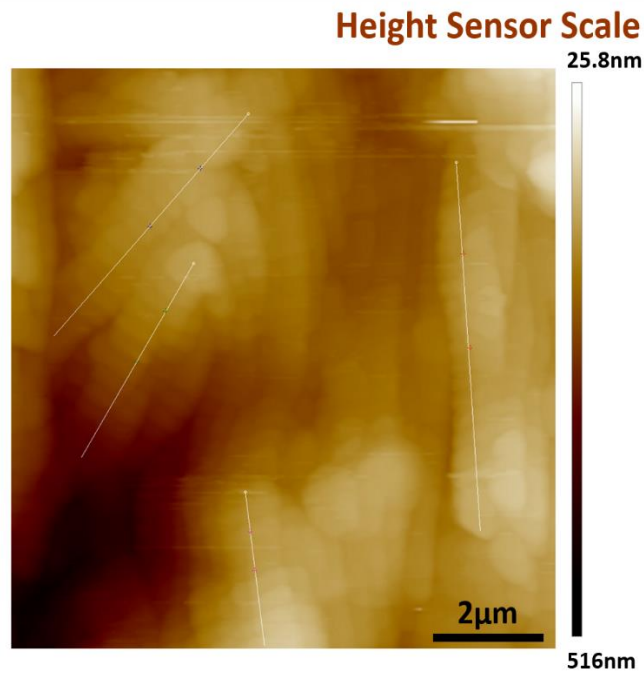

**Figure S1:** Atomic force Microscopy of human vaginal tissue showing height sensor scale corresponding to Fig 1E.

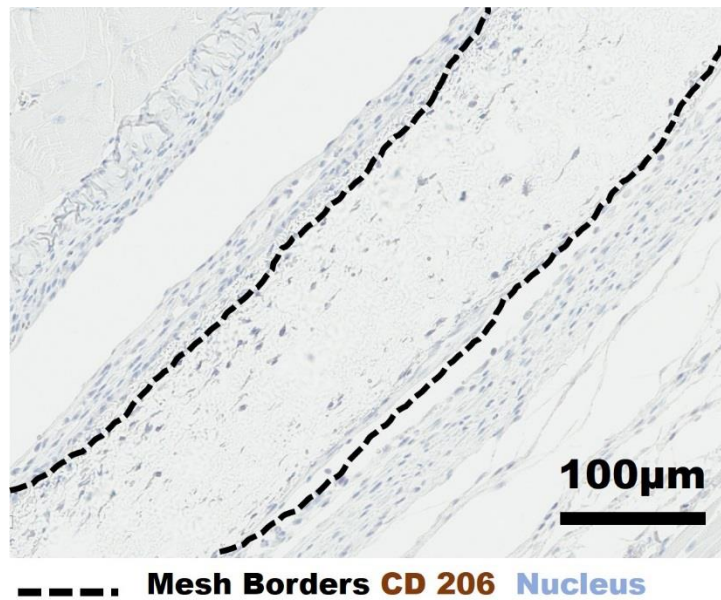

**Figure S2:** Negative control for immunohistochemical staining of CD206 of mice tissue with nanomesh implant

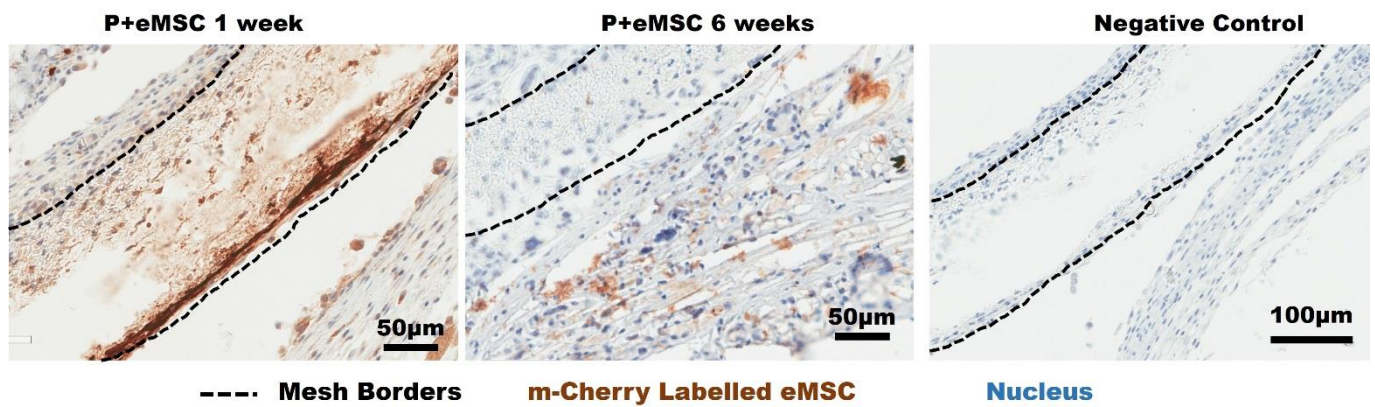

**Figure S3:** Immunohistochemically stained m-Cherry lentivirus labelled eMSCs in mice tissue with P nanomesh implant using anti m-Cherry antibody after 1 week and 6 weeks compared to negative control.

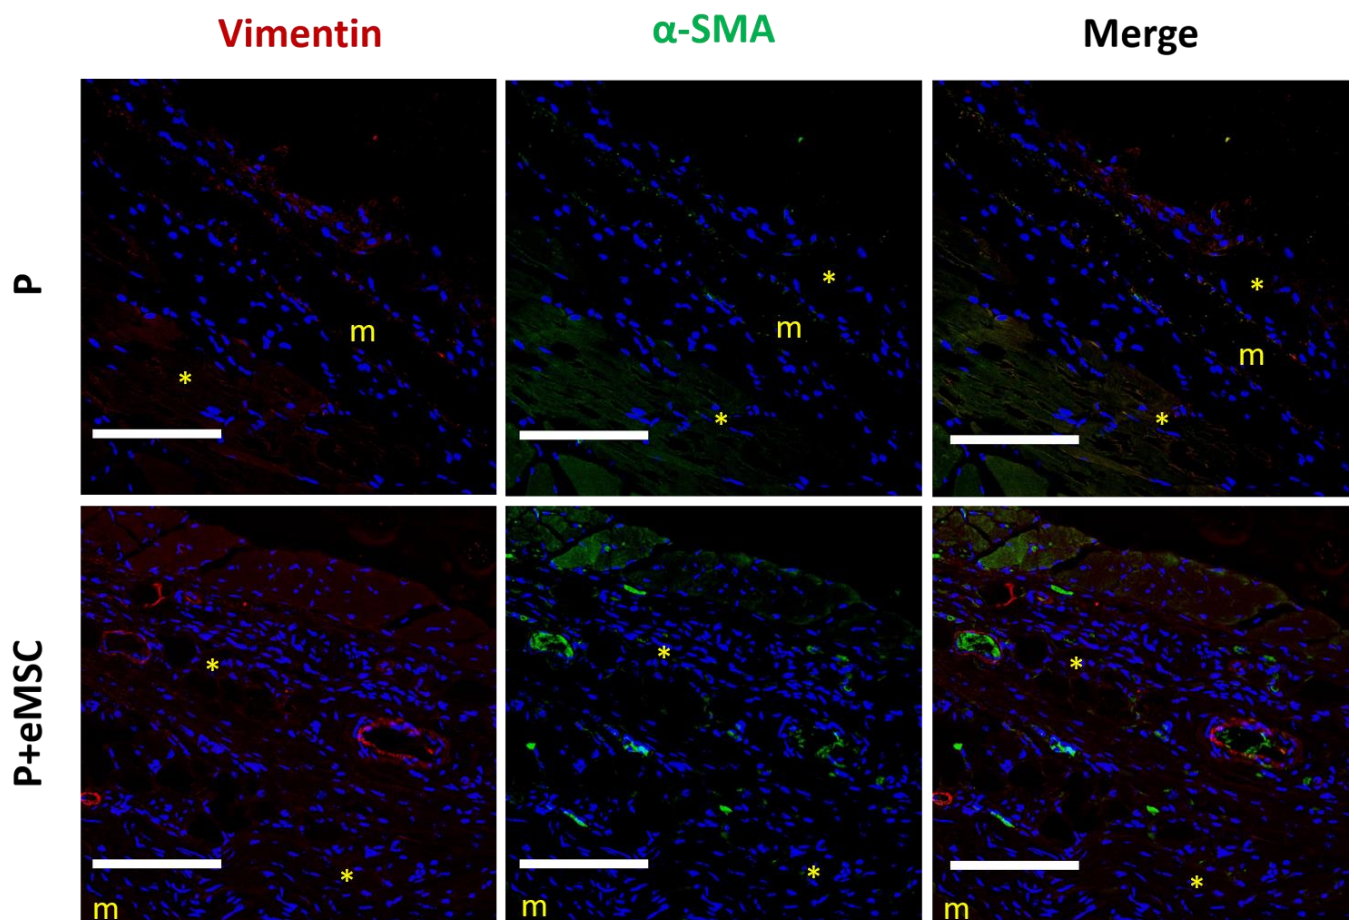

**Figure S4:** Immunofluorescence to characterize cells in mice tissues (\*) around nanomesh implants (m) after 6 weeks using vimentin and alpha smooth muscle actin (scale bar= 100µm).

How the deposited data were processed for this re-analysis (not part of the article)

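Expression of 54 mouse target genes was measured by TaqMan qPCR on a Fluidigm dynamic array in tissue from 41 NSG mice, which had received P, P+eMSC or a sham operation and were examined at 1 or 6 weeks. The authors preamplified the cDNA and took the Ct values from the Fluidigm software. They deposited a first table of Ct values (threshold cycles, without normalization, with 999 or no value where no Ct was called) and a second table of linear fold change ratios. The fold change ratios the authors deposited were calculated as 2 to the power of minus the ΔΔCt, with 18S as the reference gene and the sham controls as the calibrator. A qPCR value has no read depth, so no counting error can be given, and the number of mice limits the precision. Each gene has 1 value per mouse in each table.

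The calculation was checked by repeating it from the Ct values. Of 1469 deposited fold changes with a Ct in the P and P+eMSC mice, 1296 lay within 0.01 (log2) of the calculated fold change, and 46 of the 54 genes did so in each of these mice. For these counts mouse 2356 was set against the 1 week sham controls. The deposited sham values of *Mmp19* at 1 week and of *Vegfa* and *Ccr7* at 6 weeks also lay further away, by up to 0.091, 0.53 and 0.21. Among the other 8 of the 54 genes, *Tnfa* and *Timp3* were set against another calibrator, which moves every mouse of a week by the same amount, apart from mouse 2309 in *Timp3*. The deposited fold changes of *Ccl2*, *Ccl11* and *Ccl12* were reciprocals of the calculated ones, those of *Il6* were reciprocals in P+eMSC and in the sham controls but not in P, and those of *Il10* differed in P+eMSC and in the sham controls by amounts that varied between mice. For these 5 genes the fold changes calculated from Ct were used, and 3 *Ccl4* fold changes written for a Ct of 999 (mice 121, 78 and 2210) were treated as undetected. Mouse 2356 was labelled P at 6 weeks, but its deposited fold changes lay within 0.01 of those calculated against the 1 week sham controls in 49 of the 54 genes, and against the 6 week sham controls in 1. It was kept at 6 weeks, as labelled, with its fold changes calculated against the 6 week sham controls. These exceptions were decided after the values and the tests had been seen, and the deposited fold changes of all genes with no exception were run as an alternative.

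Groups were taken from the deposited labels, which gave 6 P, 7 P+eMSC and 7 sham mice at 1 week and 8 P, 7 P+eMSC and 6 sham mice at 6 weeks. P+eMSC was compared with P at each week by the exact two-sided Mann-Whitney U test with every rank sum enumerated, on genes with at least 4 values in each group. A gene was called at p of 0.0513 or less, the threshold in the paper's statistics section, with its direction and size from the Hodges-Lehmann shift of the log2 fold changes. Benjamini-Hochberg adjusted p-values were calculated over the 54 genes. Undetected values, 39 in the P and P+eMSC mice, were left out. The mean log2 fold change of each mouse over the genes detected in all P and P+eMSC mice of the week (23 at 6 weeks and 48 at 1 week) was compared in the same way. For 13 acute inflammatory genes, P and P+eMSC were each compared with the sham controls of the week on the ΔCt against 18S. Whether the difference between P+eMSC and P changed between the weeks was tested as an interaction of eMSC and week in limma, called at an adjusted p below 0.05. The mice were not paired in any test, because each mouse received a single treatment.

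The tests were checked on simulated data with the spread of these mice, in 1080 genes of which 200 were given a change. The exact test called 36% of the changed genes at a log2 change of 2, 88.5% at 4 and 100% at 8, and 4.09%, 3.98% and 3.75% of the unchanged genes. The interaction called 0%, 39.5% and 96% of the changed genes. Gene names were matched to the RefSeq annotation of GRCm38.p6, 50 as symbols and 4 as synonyms. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1.

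The alternatives to the reported choices were fold changes recomputed from Ct for every gene, the panel median of each mouse in place of 18S, undetected values set 0.01 (log2) below the lowest value of the gene, only genes with a median Ct of 25 or less, p below 0.05, an adjusted p below 0.05, limma, an exact permutation test of the mean, permutation within the animal number series (numbers below 1000 or above 2000) and leaving out each mouse in turn. For the interaction, an adjusted p below 0.1 and the number series as a covariate were tried. Another 4 alternatives were added after the data had been seen, namely the deposited fold changes with no exception, mouse 2356 counted at 1 week, the same with mouse 52 left out, and only the mice plotted in the paper's figures. The plotted mice were read by eye, by laying the value of each mouse over the points of each panel with the values known. Where several mice fitted a missing point, every reading was tested and the largest p is given. The panels of *Timp4* and *Il6* at 1 week and of *Il10* at both weeks could not be matched. Counts of genes were also set against 100 random splits of the mice (seed 20).

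At each conclusion, every gene that the paper names there was reported. Elsewhere, genes were named where the paper's direction or mark and the test differ, where a target gene that the figures do not show was called, and up to 5 others per comparison with the smallest p. Of the 54 target genes, 53 are reported by name, and the other one is counted in the totals but not reported here. *Ccl19*, *Cd80* and *Gapdh* were not used here, so no alternative with *Gapdh* as a reference gene was run.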

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

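The tests of the single values below were set before their results were seen. Within each group of 4 to 10 mice, the gap between the most distant mouse and its nearest neighbour was set against the whole range of the group, for each named gene and for the mean over the panel. Of 124 groups tested, 22 held a value that stood apart, 21 of them for single genes, where chance alone gives about 1 in 20 groups, or 6.2. The values came from 5 mice.

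Mouse 52 of the P group at 6 weeks gave 17 of the 21 values. Its log2 fold change was -8.70 for *Col1a1*, -8.52 for *Col3a1*, -9.90 for *Col6a2*, -12.20 for *Itgb1*, -8.17 for *Cd44*, -8.98 for *Tgfb1*, -10.40 for *Tgfb3*, -9.72 for *Tgfbr1*, -9.58 for *Mmp2*, -9.49 for *Timp2*, -11.16 for *Timp3*, -8.16 for *Timp4*, -10.15 for *Vegfa*, -11.64 for *Cxcl12*, -8.46 for *Ccl11*, -10.32 for *Mrc1* and -9.01 for *Il4ra*. Its mean over the 23 genes of the panel was -8.86, and the next P mouse lay at -2.42. The genes are not independent, since they come from the same RNA, so the 17 values are closer to a single unusual mouse than to 17 separate events. The other 4 values were *Cdh1* in mouse 53 of the P group at 6 weeks (-8.83), *Arg1* in mouse 2210 of the P+eMSC group at 6 weeks (-7.17), *Ccl4* in mouse 10 of the P+eMSC group at 1 week (6.72) and *Tgfb2* in mouse 78 of the P+eMSC group at 1 week (-2.52). These 4 are within the number that chance gives.

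Late amplification would place such values at high Ct, and their median Ct was 24.4, under the limit of 25 that had been set for it. However, 7 of the 21 lay above that limit (*Col6a2*, *Itgb1*, *Cdh1*, *Tgfb3*, *Tgfbr1*, *Cxcl12* and *Arg1*), and for these late amplification was not ruled out. A fixed limit cannot rule it out for the other low values either. *Col1a1* in mouse 52 lay at -8.70 with a Ct of 19.2, and genes without a Ct do not enter the median. Late amplification does not apply to the *Ccl4* value, which was a high one. Deposited values that differ from the Ct table would vanish on calculation from Ct, but all 21 still stood apart there. Because 17 of the 21 values belonged to mouse 52, a feature of that sample as a whole may account for most of them. Mouse 52 also had no Ct for 31 of the target genes, and its 18S Ct was 7.79, against group medians between 6.60 and 6.94. Low RNA input or quality in that sample was not tested separately. The design holds no condition that sets mouse 52 apart from the other P mice, so no biological explanation was tested. Without mouse 52, 8 genes were called higher in P+eMSC at 6 weeks, against 10 with it.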

How the results depend on the processing

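The paper's comparisons were recomputed under the alternatives listed in the processing summary. All choices were set before the data were examined, except the 5 genes calculated from Ct, the undetected *Ccl4* values, the calibrator of mouse 2356 and the 4 added alternatives. No paired analysis was possible because each mouse received a single treatment and nothing links a P mouse to a P+eMSC mouse. The alternatives with *Gapdh*, or with the mean of 18S and *Gapdh*, as the reference were not run, since *Gapdh* was not used here. For results that changed, the cause was not tested.

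Fold changes recomputed from Ct gave the same 10 genes at 6 weeks and 0 at 1 week, and left all 60 named results on the same side of the threshold. The filter at a median Ct of 25 and p below 0.05 also called 10 and 0. With undetected values just below the lowest, 12 genes were higher at 6 weeks, and 1 of the 60 named results became called. The interaction of eMSC and week gave 0 genes at an adjusted p below 0.05 or 0.1, with the number series as a covariate and with each mouse left out, and 0 genes had an unadjusted p below 0.05.

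The panel median in place of 18S moved the results most among the alternatives set beforehand. Since its 23 genes at 6 weeks are among those tested, it had little room to do otherwise there. At 6 weeks it called 1 gene higher and 1 lower, 0 of the genes of Fig. 3, 0 of Fig. 4, 0 of Fig. 5 and 2 of Figs. 7 and 8 (*Cxcl9* higher and *Ccl2* lower). At 1 week it called 5 genes lower, 4 of Figs. 7 and 8 and 1 of Fig. 9. It called 4 acute inflammatory genes above sham in P at 6 weeks and 4 at 1 week. The panel mean of the P mice lay below sham at 6 weeks (group median -0.94), and this reference raises their genes accordingly. At 6 weeks it turned the shift negative in *Col1a1* (-0.35), *Col3a1* (-0.38), *Col6a1* (-0.086), *Col6a2* (-0.39), *Vcam1* (-0.60), *Icam1* (-0.64), *Cd44* (-0.65), *Cdh2* (-0.049), *Tgfb1* (-0.078), *Tgfb2* (-0.14), *Tgfbr1* (-0.049), *Mmp19* (-0.42), *Timp2* (-0.15), *Pdgfa* (-0.25), *Nos2* (-0.24), *Ccr2* (-0.17), *Arg1* (-0.10), *Mrc1* (-0.10), *Il6* (-0.68) and *Il4ra* (-0.46), and at 1 week it turned that of *Cxcl12* positive (0.13). Of the other named results, 7 were no longer called, 4 became called and 28 stayed as reported.

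At an adjusted p below 0.05, 0 genes were higher at 6 weeks, with 0 in Fig. 3, 0 in Fig. 4, 0 in Fig. 5 and 0 in Figs. 7 and 8, where 10 genes had an unadjusted p below 0.05. limma called 6 genes higher at 6 weeks, 1 in Fig. 3 and 2 in Fig. 5, and no longer called *Ctgf*, *Pdgfa*, *Mmp2*, *Tgfbr1* or *Itgb1*. The exact permutation test of the mean called 7 genes in Fig. 5 and no longer called *Mmp2*. Both gave a mean difference above 0 at 1 week for *Col3a1* (0.037) and *Cxcl12* (0.083), whose Hodges-Lehmann shifts were below 0. Among the named results, the 5 genes just listed for limma and *Mmp2* for the permutation of the mean were the only ones no longer called, and 1 and 3 became called. Permutation within the animal number series called 8 genes higher at 6 weeks, with 1 in Fig. 4 and 1 in Figs. 7 and 8. *Mmp2* and *Ccl11* were no longer called there, and the panel mean shift at 6 weeks had a permutation p of 0.128.

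Among the alternatives chosen after seeing the data, the deposited fold changes with no exception called 1 gene in Fig. 4 and 1 in Figs. 7 and 8 at 6 weeks, and the panel mean shift at 6 weeks was 1.14 (exact p = 0.0401) in place of 1.37 (exact p = 0.0541). They reversed *Ccl2* (1.99) and *Ccl12* (1.21) at 1 week and *Ccl11* (-1.71) at 6 weeks. These 3 genes are the ones whose deposited fold changes were reciprocals. With mouse 2356 counted at 1 week, the panel mean shift at 6 weeks was 1.81 (exact p = 0.0379). With mouse 52 left out as well, the panel mean shift was 1.09 (exact p = 0.181), and 1 gene was called in Fig. 4 and 1 in Figs. 7 and 8. Without mouse 52 the mean covered 53 genes in place of 23, so the shifts of 1.81 and 1.09 rest on different genes. Only the mice plotted in the paper's figures gave, at 6 weeks, 26 genes higher, 10 in Fig. 3, 5 in Fig. 4, 7 in Fig. 5, 4 in Figs. 7 and 8 and 3 in Fig. 9. At 1 week they gave 2 genes higher and 16 lower, 3 in Fig. 3, 1 in Fig. 4, 1 in Fig. 5, 12 in Figs. 7 and 8 and 1 in Fig. 9. They reversed *Col3a1* (0.27) and *Timp2* (-0.25) at 1 week, 33 of the other named results became called and 1 was no longer called.

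Across the 15 fits at 6 weeks that each left out 1 mouse, 8 to 19 genes were higher, 3 to 6 were called in Fig. 3, 1 to 4 in Fig. 4, 4 to 8 in Fig. 5, 1 to 3 in Figs. 7 and 8 and 0 to 1 in Fig. 9, and the panel mean shift ranged from 0.93 to 1.85 (exact p from 0.0200 to 0.318). Across the 13 fits at 1 week, 0 to 1 genes were lower, 0 to 1 were called in Figs. 7 and 8, and the panel mean shift ranged from -0.80 to 0.070. The panel mean shift of 0.93 came without mouse 52, where the mean covered 53 genes in place of 23. That of 0.070 came without P+eMSC mouse 78, where the mean covered 54 genes in place of 48. With P or P+eMSC set against sham and each mouse left out, 0 to 1 acute genes were higher in P at 6 weeks, 0 to 1 in P+eMSC at 6 weeks and 0 to 2 in P at 1 week. The number of mice limits the results to large changes. In simulated data, a log2 change of 2 in the P+eMSC mice of 6 weeks was called in 36% of genes by the exact test. The interaction called 0% of them, and the exact test at 1 week was not simulated.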

Differences from the paper's values

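The figures mark 33 genes as differing between P+eMSC and P at 6 weeks and 19 at 1 week, *Ccl19* and *Cd80* aside. Over all mice, the shift had the marked direction in all 33 and all 19 with 18S as the reference, although many of those at 6 weeks lay below 0 with the panel median, and those of *Ccl2* and *Ccl12* at 1 week and *Ccl11* at 6 weeks reversed with the deposited fold changes left as they stand. The exact test called 10 and 0 of them, with 0 at 1 week having an unadjusted p below 0.05. Over the plotted mice, an alternative chosen after seeing the values, it called 26 and 17.

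At 6 weeks the paper's count of genes higher in P+eMSC was about 33 in Figs. 3A, 4A, 5A, 8 and 9A, read by eye, and the count here was 10. None of the alternatives set before the data were examined closed the gap (0 to 19 genes). The paper's abstract states a slightly higher count of genes increased at 6 weeks, which was not reconciled with the marks in the figures. For the ECM and adhesion genes the paper's count was about 13 in Fig. 3A, read by eye, and the count here 3, and none of these alternatives closed the gap (0 to 6). For the *Mmp* and *Timp* genes the paper's count was about 5 in Fig. 4A, read by eye, against 2, and the gap was closed only without mouse 2210 of the P+eMSC group, which gave 4. For the angiogenesis genes the paper's count was about 9 in Fig. 5A, read by eye, against 4. There, undetected values just below the lowest gave 6, the exact permutation test of the mean gave 7, and leaving out P mouse 437 or P+eMSC mouse 60, 2210 or 2317 gave 7, 8, 7 and 6. These counts came within the factor of 1.5 used here to call 2 counts different, and those of the other alternatives did not. All 6 include *Fgf2*, and those of the permutation test and without mouse 60 or 2210 also *Ang2*, which carry no mark, so of the marked genes 5, 5, 6, 6, 5 and 5 were called. For the inflammatory genes the paper's count was about 5 in Fig. 8, read by eye, against 2, and for the anti-inflammatory genes about 4 in Fig. 9A, read by eye, against 0, and none of these alternatives closed either gap (0 to 3 and 0 to 1). The plotted mice, chosen after seeing the values, gave 26 genes higher, 10 for Fig. 3A, 5 for Fig. 4A, 7 for Fig. 5A, 4 for Fig. 8 and 3 for Fig. 9A.

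At 1 week the paper's count of genes lower in P+eMSC was about 16, and of genes higher about 3, in Figs. 3B, 5B, 7 and 9B, read by eye, against 0 and 0 here. None of the alternatives set before the data were examined closed these gaps (0 to 5 genes lower and 0 higher). The paper's count was about 3 in Fig. 3B, about 2 in Fig. 5B and about 13 in Fig. 7, read by eye, against 0 for each, and again none of them closed the gap. For the anti-inflammatory genes the paper's count was about 1 in Fig. 9B, read by eye, against 0. The panel median in place of 18S gave 1, but the gene it called was *Il10* and the gene marked in the figure is *Arg1*. The plotted mice, chosen after seeing the values, gave 16 genes lower, with *Timp1*, which carries no mark, among them, and 2 higher, 3 for Fig. 3B, 1 for Fig. 5B, 12 for Fig. 7 and 1 for Fig. 9B.

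Of the marked genes that the exact test did not call at 6 weeks, the exact permutation test of the mean called *Timp2*, *Timp4* and *Cxcl12*, limma called *Timp4*, and undetected values just below the lowest called *Fgf1*. With each mouse left out in turn, *Col6a2*, *Cdh2*, *Timp2*, *Timp4*, *Cxcl12* and *Arg1* were called without P+eMSC mouse 2210, *Col6a2*, *Cdh2*, *Timp2*, *Fgf1*, *Cxcl12* and *Mrc1* without P+eMSC mouse 60, and *Timp4* and *Fgf1* without P+eMSC mouse 2317. *Timp4*, *Ang1* and *Fgf1* were called without P mouse 437, *Timp4* without P mouse 121, and *Cxcl12* without P mouse 2307 or 2356. *Cxcl12* was also called with mouse 2356 counted at 1 week, which was chosen after seeing the values. At 1 week, the panel median in place of 18S called *Ccl2*, *Ccl7*, *Cxcl1* and *Ccr1*, and *Cxcl1* was called without P+eMSC mouse 10 or 2358. The other marked genes reported by name were called over the plotted mice only, which were chosen after seeing the values, except *Col3a1*, *Col6a2*, *Icam1*, *Ctgf*, *Nos2* and *Il6* at 6 weeks and *Fgf1* and *Ccl4* at 1 week, which were not called over those mice. Of these, *Ctgf* was called over all mice, *Col6a2* in 2 of the fits without a mouse, and *Col3a1* under 1 reading of its panel (exact p = 0.0513).

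In its text the paper describes *Arg1* as upregulated at 1 week, in wording that leaves unclear whether P or P+eMSC is meant. Fig. 9B marks it lower in P+eMSC. The shift was -1.41 over all mice (exact p = 0.731) and -3.43 over the plotted mice, which conflicts with the text only if P+eMSC was meant. In Fig. 3B, *Tgfb2* and *Tgfbr1* carry marks that the text does not mention, with shifts of 0.68 (exact p = 0.295) and 0.31 (exact p = 0.628) over all mice and exact p-values of 0.0411 and 0.0173 over the plotted mice. At 6 weeks *Timp4* carries a mark that the text does not mention, with a shift of 1.96 (exact p = 0.0541). *Timp1* at 1 week carries no mark in Fig. 4B, and its shift was -1.80 over all mice (exact p = 0.234) and -4.10 over the plotted mice (exact p = 0.00794).

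In its discussion the paper describes *Ccl2*, *Ccl3*, *Ccl4*, *Ccl5*, *Ccl12*, *Cxcl2* and *Cxcl10* as upregulated by eMSC. At 1 week, the shifts of these genes were all below 0 over all mice, with 18S or the panel median as the reference, but with the deposited fold changes left as they stand, an alternative chosen after seeing the values, they were 1.99 for *Ccl2* (exact p = 0.234) and 1.21 for *Ccl12* (exact p = 0.366). At 6 weeks they were -0.48 for *Ccl2*, -0.24 for *Ccl4*, -1.13 for *Cxcl2*, 1.01 for *Ccl3* (exact p = 0.536), 1.95 for *Ccl5* (exact p = 0.232), 0.70 for *Ccl12* (exact p = 0.694) and 1.13 for *Cxcl10* (exact p = 0.456) with 18S, all below 0 with the panel median, and none was called higher under either reference. The deposited fold changes as they stand gave 0.48 for *Ccl2* and -0.70 for *Ccl12* at 6 weeks. The discussion also describes *Il10* as increased, and the shift of *Il10* was 0.69 at 6 weeks (exact p = 0.620) and -1.25 at 1 week (exact p = 0.310). At 6 weeks it fell below 0 with the panel median (-0.76, exact p = 0.0973) and with the deposited fold changes as they stand (-0.055, exact p = 0.755), and at 1 week it stayed below 0 with both (-1.39, exact p = 0.0411, and -1.19, exact p = 0.329). The paper gives 7 mice per group, while the deposited labels give 6 P mice at 1 week and 8 at 6 weeks. With mouse 2356 counted at 1 week, where the figures plot it, the P group holds 7 at each week.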

Other observations

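The test of the *Il6* fold changes was chosen only after the result was seen, and the others below were set beforehand.

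More genes were higher than lower in P+eMSC against P at 6 weeks, 10 against 0. A count as large came from 4 of 100 splits of the 15 mice into groups of the same sizes, the real one included. The Ct of 18S did not differ between the groups (exact p = 0.867). With the mice permuted only within the animal number series 8 genes were called, with mouse 2356 counted at 1 week 11, and without mouse 52, the P mouse with few detected genes, 8, so the count did not rest on any of these alone. A shift of the whole panel was tested by taking the panel median in place of 18S, which left 1 gene called higher. Centring each mouse on its panel median moves most shifts toward 0 when most lie above it, whatever the cause, so this test had little room to come out otherwise. The count cannot be told apart from a shift of the whole panel relative to 18S, which may reflect the amount or quality of the mouse RNA in the sample as well as expression, and these were not separated by any test. For the single families at 6 weeks, counts as large came from 10 of 100 splits for Fig. 3, 7 for Fig. 4, 5 for Fig. 5, 12 for Figs. 7 and 8 and 100 for Fig. 9, where the count was 0. A share of 5 in 100 or more leaves the family counts within what other groupings of the same mice give. For Fig. 9 the splits decide nothing, since every split matches a count of 0.

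At 1 week, 0 genes were called lower or higher, so all 100 splits gave a count as large, and 0 genes had an unadjusted p below 0.05. The Ct of 18S did not differ there either (exact p = 0.234). On the panel median in place of 18S, 5 genes were lower (*Ccl2*, *Ccl7*, *Cxcl1*, *Ccr1* and *Il10*), while permutation within the number series and mouse 2356 counted at 1 week both gave 0. With no gene called, these tests had no pattern to explain. The mean over the 48 genes detected in all P and P+eMSC mice had a shift of -0.090 (exact p = 0.945).

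No acute inflammatory gene was called above sham in P or P+eMSC at 1 or 6 weeks. All 100 splits gave a count as large in each of the 4 comparisons, as any split must when the count is 0, so they decide nothing. The interaction of eMSC and week gave 0 genes at an adjusted p below 0.05 and 0 at an unadjusted p below 0.05. Its 100 splits decide nothing either, since all of them match a count of 0. The smallest adjusted p of the interaction was 0.541, and the interaction was above 0 in all 54 genes, with 18S as the reference. These 54 signs are not independent, since every gene of a mouse shares its 18S value.

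The deposited *Il6* fold changes differed from those calculated from Ct. Over the P+eMSC mice the median product of the deposited and the calculated fold change was 1, and over the P mice it was 0.725. That is what reciprocal fold changes in P+eMSC but not in P would give. No biological explanation applies to a difference between 2 calculations from the same Ct values.

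The mice absent from the panels were also counted by the side on which they lay. In panels with a mark, 43 of 46 absent values at 1 week lay on the side of the other group, and 37 of 38 at 6 weeks. In panels without a mark, 13 of 26 lay on that side at 1 week and 13 of 26 at 6 weeks. The panels were read by eye with the values known, a mark depends on the values plotted, and the same mouse counts in several panels, so these counts are not a test. No explanation was tested.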
